# Spermiogenesis alterations in the absence of CTCF revealed by single cell RNA sequencing

**DOI:** 10.3389/fcell.2023.1119514

**Published:** 2023-03-30

**Authors:** Ulises Torres-Flores, Fernanda Díaz-Espinosa, Tayde López-Santaella, Rosa Rebollar-Vega, Aarón Vázquez-Jiménez, Ian J. Taylor, Rosario Ortiz-Hernández, Olga M. Echeverría, Gerardo H. Vázquez-Nin, María Concepción Gutierrez-Ruiz, Inti Alberto De la Rosa-Velázquez, Osbaldo Resendis-Antonio, Abrahan Hernández-Hernandez

**Keywords:** ScRNA-seq, mouse testis, spermatogenesis, CTCF, sperm

## Abstract

CTCF is an architectonic protein that organizes the genome inside the nucleus in almost all eukaryotic cells. There is evidence that CTCF plays a critical role during spermatogenesis as its depletion produces abnormal sperm and infertility. However, defects produced by its depletion throughout spermatogenesis have not been fully characterized. In this work, we performed single cell RNA sequencing in spermatogenic cells with and without CTCF. We uncovered defects in transcriptional programs that explain the severity of the damage in the produced sperm. In the early stages of spermatogenesis, transcriptional alterations are mild. As germ cells go through the specialization stage or spermiogenesis, transcriptional profiles become more altered. We found morphology defects in spermatids that support the alterations in their transcriptional profiles. Altogether, our study sheds light on the contribution of CTCF to the phenotype of male gametes and provides a fundamental description of its role at different stages of spermiogenesis.

## Introduction

The CCCTC-binding factor (CTCF) is a zinc finger (ZF) protein with highly conserved DNA binding activity that has been suggested to play a crucial role in the evolution of Metazoa (Heger et al., 2012). This protein has three main domains: the N-terminal domain responsible to engage the SA2-SCC1 cohesin subcomplex (Li et al., 2020), the central domain with 11 zinc fingers, from which ZF three to seven bind DNA, while the remaining ZF modulate the stability of CTCF binding by interacting with adjacent DNA modules (Arzate-Mejía et al., 2018) and the C-terminal domain that interacts with RNAPII, RNA, Kaiso and TFII-I (Arzate-Mejía et al., 2018). CTCF throughout interaction with its partners at several genome positions organizes the genome in space and regulates gene expression in a time- and cell-specific manner (Sun et al., 2022). Thus, CTCF is recognized as a genome architectonical protein with a pivotal role in a wide variety of biological processes. Functional studies in early development of vertebrates showed that its absence induces embryo lethality (Delgado-Olguín et al., 2011; Moore et al., 2012; Arzate-Mejía et al., 2018). Additionally, loss of CTCF causes premature neurogenesis, leading to depletion of the progenitor pool and a microcephaly phenotype at birth (Watson et al., 2014). Conditional deletion of CTCF from cardiac progenitors causes severe cardiac defects and death on embryonic day 12.5 (Gomez-Velazquez et al., 2017). CTCF is also involved in retinal cell differentiation, as when it is overexpressed in mouse embryos it results in underdeveloped eyes, small lenses, and reduced populations of cells in the retina (Li et al., 2004). During gametogenesis, CTCF has also been suggested to play an important role as its depletion from mouse oocytes, causes changes in gene expression and mild meiotic defects resulting in embryonic lethality (Wan et al., 2008). In mouse spermatocytes with conditional deletion of *Ctcf,* altered sperm count production and infertility have been reported (Hernández-Hernández et al., 2016).

Sperm production in mammals or spermatogenesis involves complex processes of cell division and specialization that produce highly specialized germ cells whose only purpose is to fertilize female germ cells and produce new organisms (White-Cooper and Bausek, 2010). In male gonads, within the seminiferous tubules, the diploid spermatogonia cells undergo mitosis to ensure a constant supply of immature germ cells. A specific type of spermatogonia commits to the meiotic process and its DNA is duplicated prior to genetic exchange between homologous chromosomes. After two uninterrupted rounds of meiotic cell divisions, four haploid cells with recombination events are produced (Garg and Martin, 2016). These haploid cells or spermatids engage in a differentiation process that prepares them for their final journey: the pursuit of a female germ cell. During this process known as spermiogenesis, there are changes in cell morphology that produce the classic torpedo-like shape of mature sperm (Dadoune, 2003; Torres-Flores and Hernández-Hernández, 2020).

During all steps of spermatogenesis, chromatin structure and transcriptional profiles are very dynamic and specific (Jung et al., 2017; Green et al., 2018; Hermann et al., 2018; Luo et al., 2020). Recent studies of chromatin organization in meiotic and haploid stages have shown that the three-dimensional organization of the genome is rather different in these two stages. At the meiotic stage, the genome is organized in meiosis-specific topologically associating domains (TADs) (Luo et al., 2020), whereas in haploid cells, it is completely reorganized giving rise to the sperm specific epigenome, which is necessary to recapitulate chromatin structure during embryo development (van de Werken et al., 2014; Jung et al., 2017; Luo et al., 2020). Proper histone retention in mammal sperm has been shown to play a role in inter- and intra-transgenerational epigenetic inheritance (Siklenka et al., 2015). Although substantial progress about the interplay among chromatin organization, establishment of sperm epigenome and maintenance of epigenetic information in the sperm has been made, only few proteins have been associated to the establishment of the sperm epigenome. In this regard, it has been suggested that genome architectural proteins like CTCF and cohesin complexes plus specific epigenetic marks in retained histones contribute to the establishment of the sperm epigenome in mice (Jung et al., 2019). Furthermore, CTCF has been involved in the processes of histone retention and the proper formation of mature spermatozoa (Hernández-Hernández et al., 2016). However, the impact of CTCF during each step of spermiogenesis has been difficult to analyze. Previously, we generated a conditional Knock-out mouse (*Ctcf*-cKO) in which *Ctcf* is deleted at the beginning of the meiotic stage. In these *Ctcf*-cKO mice, meiosis and spermiogenesis are completed, albeit displaying low counts of sperm with defects in morphology and histone retention to some extent. Unfortunately, we were not able to identify the transcriptomic alterations produced at each stage of spermatogenesis due to the high heterogeneity of cell types in the testis (Hernández-Hernández et al., 2016).

In this work, by single-cell RNA sequencing (scRNA-seq), we have identified the transcriptomic defects produced by the absence of CTCF in the main stages of spermatogenesis. We found that transcriptional alterations are mild at the early stages of spermatogenesis. However, in late stages we observed significant alterations in transcriptional profiles, biological functions, and morphologic defects. In general, we characterized the impact of CTCF in several stages of spermatogenesis.

## Materials and methods

### Animals

Animal care was in accordance with the regulations established by the “Ethic and Scientific Responsibility Committee” of the Faculty of Sciences, UNAM (PI_2019_08_002) and by the “Ethic Committee” of the Hospital Infantil del Mexico Federico Gomez (HIM/2021/061). We have previously generated and validated a transgenic mouse strain that undergoes depletion of CTCF during spermatogenesis (Hernández-Hernández et al., 2016). For this work, we used male mice of 12–15 weeks old to minimize age-related variations. We compared *Ctcf* conditional knockout mice (*Ctcf*-cKO, with a *Stra8-iCre-Ctcf* ^f/Δ^ genotype) *versus* wild type (WT) littermates with genotypes *Ctcf* ^f/f^, *Ctcf* ^wt/f^ or *Ctcf* ^wt/wt^.

### Single cell RNA sequencing

We performed spermatogenic cell dissociation from testes as previously reported (Kossack et al., 2013) with some modifications. Briefly, we extracted and removed the tunica albuginea from the testes of two WT and two *Ctcf*-cKO mice (number of biological replicates that have previously been used for this kind of studies, (Hermann et al., 2018; Lukassen et al., 2018)). We gently spread seminiferous tubules in a small Petri dish and transferred them to a 15 ml conic tube containing 5 ml of enzymatic buffer (20 mM Hepes pH 7.2, 6.6 mM sodium pyruvate, 0.05% lactate in 1x HBSS), supplemented with 100 U/ml collagenase type I, 2 U/ml DNase. The tubules were incubated for 25 min at 32°C and the suspension was filtrated through a 40 μm nylon mesh. FBS was added to the filtrated solution to a final concentration of 2%. The filtrates of two tubes from the *Ctcf-*cKO mouse were pooled in a new tube. The cells were then pelleted by centrifugation at 1,000 *g* for 10 min at 4°C, carefully aspirated the supernatant and added 1 ml of HBSS enzyme digestion buffer. We then thoroughly mixed and transferred the suspension to a 1.5 ml tube. Cells were pelleted by centrifugation at 1,000 *g* for 10 min at 4°C and the supernatant was aspirated.

To remove as many erythrocytes as possible from the cell suspension, we washed the pellet three times with ice cold PBS. Finally, we pelleted the cells by centrifugation at 1,000 *g* for 10 min at 4°C and removed the supernatant. Spermatogenic cells were resuspended in PBS plus 0.2% BSA and cell concentration was adjusted to 2.5 × 10^6^ cells/ml. Only cell suspensions with viabilities greater than 90% were used for downstream analysis. We performed single cell isolation and cell barcoding with the Droplet-based Single Cell Isolator (one-touch ddSEQ, Bio-Rad) according to the manufacturer’s instructions. Subsequently, we prepared single cell barcoded RNA-Seq libraries using Nextera technology included in the SureCell WTA 3′Library Prep Kit (Illumina). Next-generation sequencing was performed in a NextSeq (Illumina) with an attainable depth of 250,000 reads/cell. Four datasets from two different WT and two different *Ctcf*-cKO mice (two biological replicates per group as commonly reported for single cell RNA-seq studies in mice (Hermann et al., 2018; Lukassen et al., 2018)) were generated and used for further analysis.

### Data analysis

To process single cell mRNA sequencing data, we generated the count expression matrixes by aligning the raw data to the mouse genome (GRCm38.98) following previous reports using the default parameters (Romagnoli et al., 2018; Tian et al., 2018). For the downstream analysis of the count expression matrices, we used Harmony 0.1.0 package (Korsunsky et al., 2018) for batch correction and Seurat 4.1.0 package (Satija et al., 2015) for dimensional reduction and clustering. Finally we used Monocle3 1.2.6 package for pseudotime analysis (Trapnell et al., 2014). Briefly, we created a Seurat object with the count matrix and performed a standard preprocessing workflow. We obtained a count matrix with 406 and 503 cell barcodes for WT and *Ctcf*-cKO, respectively. We then used Seurat to perform quality control metrics and to remove cells that have unique feature counts greater than 7,000 or less than 200, and cells with more than 10% mitochondrial genes, as commonly reported elsewhere (Bailur et al., 2019; Okada et al., 2022). After this we obtained a count matrix with 405 and 503 cell barcodes for WT and *Ctcf*-cKO, respectively (Supplementary Figure S1A).

Data normalization, scaling using the “LogNormalize”, “ScaleData” and, feature selection “vst” methods were performed before batch correction with Harmony. Finally, dimensionality reduction and cell clustering were performed with Seurat (according to standard tutorials https://satijalab.org/seurat/articles/pbmc3k_tutorial.html) using PCA dimension: 1:15 and cluster resolution: 0.9. For differential gene expression, we use default “Fold.change” parameters inside Seurat. The similarity heatmap between our clusters and previously validated clusters (Hermann et al., 2018) was performed by comparing the significantly expressed cluster-specific markers in both studies (using the function “FindAllMarkers” in Seurat and selecting genes with a *p*-value adjusted <0.05) and with the formula:

$$\frac{\left(Genes\;in\;common\right)x100}{\begin{array}{c} \left[\left(N1\;genes+N2\;genes\right)-Genes\;in\;common\right]\\ \;\\ \; \end{array}}$$ (1)

Where:

Genes in common: are the number of genes shared by two clusters.

N1 genes: total number of significantly expressed genes in reference cluster.

N2 genes: total number of significantly expressed genes in the experimental cluster.

### Pathway enrichment analysis

To analyze functional annotation of the up and downregulated genes (*p*-value adjusted <0.05), we used DAVID v6.8 (The Database for Annotation, Visualization, and Integrated Discovery) (Huang et al., 2009a), using the whole genome of *Mus musculus* as background for enrichment analysis. For the pathway enrichment analysis, we used the GSEA computational method (Gene Set Enrichment Analysis) (Subramanian et al., 2005) available at http://software.broadinstitute.org/gsea/). We obtained and used all annotations to the gene set from the GSKB database (Lai et al., 2016). Statistical significance was assigned with an FDR <0.05 and a *p*-value <0.01.

### Enrichment maps

We constructed enrichment maps with the pathway enrichment analysis information in Cytoscape 3.9.1 software. Using a Jaccard index values ≥0.4 we associated statistically significant enriched pathways according to their shared genes. We set the biological function collections tags with the AutoAnnote app. A preliminary map was constructed in Cytoscape, and then the final design was performed using Affinity Designer 1.10.4.

### Histological sections processing

We performed immunofluorescent and electron microscopy as previously reported (Hernández-Hernández et al., 2016). We employed the next primary antibodies: rabbit polyclonal anti-Transition Protein 1 (TNP1) (Abcam, ab73135); mouse monoclonal antibody anti-Transition Protein 2 (TNP2) (Santa Cruz Biotechnology, sc-393843); mice anti-Protamine 1 (PRM1) and mice anti-Protamine 2 (PRM2) (Briar Patch Biosciences LLC, Hup1N and Hup2B, respectively). For immunofluorescent microscopy, we use the secondary antibodies: Goat-anti-rabbit IgG, Alexa Flour 594 (Invitrogen, A-11008); Goat-anti-mouse IgG, Alexa Flour 488 (Invitrogen, A28175) and Goat-anti-mouse IgG, Alexa Flour 594 (Invitrogen, A32742).

## Results

### Single cell RNA sequencing reveals the populations of spermatogenetic cells in WT and *Ctcf-*cKO mice

We previously reported that conditional deletion of *Ctcf* during mouse spermatogenesis produces abnormal mature sperm (Hernández-Hernández et al., 2016). 

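Single cell RNA-seq was performed on isolated spermatogenic cells from 2 WT mice and 2 Ctcf-cKO mice, in which Ctcf is deleted conditionally during spermatogenesis. Cells were isolated in droplets on the ddSEQ platform, so that the RNA of each cell carries the barcode of its droplet, and 3′ libraries were sequenced. The mice are named by the replicate numbers of the sample labels, WT replicates 1 and 2 and Ctcf-cKO replicates 1 and 3. The labels give an age of 15 weeks for every mouse, and the paper gives 12 to 15 weeks. The authors aligned the reads to GRCm38 and deposited a table per mouse with a count for each gene symbol and barcode, in whole numbers and without normalization. Counts summed to 6701235 and 4859455 in WT replicates 1 and 2, and to 2652665 and 1593546 in Ctcf-cKO replicates 1 and 3. Both Ctcf-cKO libraries were therefore shallower than both WT libraries, and no label names a batch. The paper states an attainable depth of 250000 reads per cell. Reads are not in the tables, and all values rest on the counts, of which a cell held a median of 15333.5, 8233, 4659.5 and 2331.5 in the same order of mice. Intervals and lower limits cover counting error only. Mice were the replicates of every test, unless a test over cells is named. With 2 mice per genotype, an exact two-sided permutation test gives no p smaller than 0.333, and the values of the 2 genotypes lie apart by chance in 33.3% of comparisons.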

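Ctcf, listed in the tables as CTCF, lies on chromosome 8 of GRCm38 from 105636568 to 105682922 on the forward strand and has up to 12 exons. In all barcodes together it had 110 and 49 counts in the WT mice and 4 and 7 counts in the Ctcf-cKO mice, which is 16.5 and 10.1 CPM (counts scaled to a common library size) against 1.51 and 4.40. In germ-like cells, which above the knee are the cells of 3 clusters named as spermatids, it had 14 counts of 1255980 and 6 of 1234310 in the WT mice. The Ctcf-cKO mice had 0 counts of 560677 and 4 of 407210. A count of 0 allows up to 3 counts, if each count is a molecule of its own. The log2 fold change between genotypes in these cells was -1.02 (standard error 1.50, adjusted p = 0.810 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a fit without a filter on low genes). The usual filter removed the gene. Without Ctcf-cKO replicate 1 the value was 0.26, and without Ctcf-cKO replicate 3 the Ctcf-cKO count was 0, which gives no measured fold. With the lower limit on counts used for results by class, germ-like cells had 19 and 26 counts in the WT mice and 0 and 4 in the Ctcf-cKO mice, a log2 fold change of -1.79 (standard error 1.29, adjusted p = 0.558, edgeR). The germ-like cells above the knee left out 2 unnamed clusters. A cluster of 35 cells had 4 round spermatid markers higher, and with it the log2 fold change was -1.07 (adjusted p = 0.811, edgeR). The other, of 72 cells, had 12 Leydig and 13 spermatocyte markers higher, and with both clusters the value was -1.85 (standard error 1.31, adjusted p = 0.556, edgeR), from 14 and 23 counts against 0 and 4. Ctcf was lower with all mice in each of these sets, but no fit passed the threshold at this depth. With free RNA in the droplets subtracted, germ-like cells above the knee kept 0 and 0 counts in WT and 0 and 3 in Ctcf-cKO. Barcodes under 200 genes, which hold free RNA, had 47.2 and 11.8 CPM of Ctcf in the WT mice. In the Ctcf-cKO mice they had 3.71 and 4.01. Over all genes they held 105943 and 594510 counts in the WT mice and 1079014 and 747813 in the Ctcf-cKO mice. These CPM rest on few counts of Ctcf in every mouse. Free RNA was therefore not excluded as a source of the WT counts, and of the difference between genotypes, in germ-like cells.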

To elucidate the major stages of spermatogenesis at which these abnormalities take place, we performed scRNA-seq from isolated spermatogenic cells from two WT and two *Ctcf-*cKO mice. 

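Barcodes with 200 to 7000 genes and at most 10% of mitochondrial counts numbered 4224 of 5603 and 2065 of 6474 in WT replicates 1 and 2. In Ctcf-cKO replicates 1 and 3 they numbered 327 of 5919 and 291 of 6407. To separate cells from droplets with free RNA, a barcode had also to lie above the knee of its library's curve of counts against rank. This rule, the tests, the gene sets and the marker lists were fixed before the data were examined. The knee left 40 and 114 WT barcodes and 82 and 118 Ctcf-cKO barcodes, whose round spermatid clusters held only 3 cells of Ctcf-cKO replicate 3. None of their clusters had spermatocyte markers without markers of another type. Results by cell class therefore used a lower limit, 3 times the median count on the low plateau of each library's curve. It was chosen after the curves, the clusters and the numbers of changed genes of 3 sets of barcodes had been seen. The limit lay at 4338 and 2379 counts in the WT mice and at 1299 and 909 in the Ctcf-cKO mice, and left 96 and 241 WT cells and 228 and 246 Ctcf-cKO cells. The remaining set, named here after its size, held the 405 WT and 503 Ctcf-cKO barcodes with most genes, the numbers that the paper states. Of its 164 barcodes of WT replicate 1, 70 lay under the lower limit. Differences between mice were corrected by the Harmony algorithm, which was coded anew. On simulated cells it merged the mice when their shift was smaller than the distance between cell types, and failed to merge them when it was as large.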

We performed quality controls to filter out cells with high/low gene counts and high percentages of mitochondrial genes (Supplementary Figure S1A), followed by batch correction to eliminate technical biases and to corroborate significative integration of the different datasets. Subsequently, we performed unsupervised clustering projected onto uniform manifold approximation and projection for dimension reduction (UMAP). 

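Clustering of the 811 cells on 15 principal components of 2000 variable genes at a resolution of 0.9 gave 10 clusters, which held 16 to 224 cells. Cells of every mouse fell in every cluster, except that WT replicate 2 had none in a cluster of 52 Leydig-like cells and WT replicate 1 had none in the cluster of 41 macrophage-like cells. The 354 barcodes above the knee gave 6 clusters, and the 405 and 503 barcodes with most genes gave 12. At a resolution of 0.5 the 811 cells gave 8 clusters, at 1.3 they gave 12, and without batch correction they gave 11.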

The graph-based clustering revealed 10 clusters in both genotypes (Figures 1A, B). 

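Shares of cells were computed per mouse, with 95% Clopper-Pearson intervals. Cells of the cluster with round spermatid markers that came earliest in pseudotime took 9.38% (4.38 to 17.1) and 44.8% (38.4 to 51.3) of the cells in WT replicates 1 and 2. They took 11.8% (7.95 to 16.8) and 2.44% (0.900 to 5.23) in Ctcf-cKO replicates 1 and 3. Elongating spermatid-like cells took 46.9% (36.6 to 57.3) and 7.05% (4.16 to 11.1) in the WT mice, and 30.3% (24.4 to 36.7) and 37.8% (31.7 to 44.2) in the Ctcf-cKO mice. The WT mice thus differed from each other more than the genotypes did (exact permutation tests, two-sided, p = 0.667 and p = 1). Without WT replicate 2 the difference in the share of elongating spermatid-like cells was -12.8 percentage points, where all mice gave 7.07. Cells with spermatocyte markers took 5.21 and 13.3% in the WT mice and 6.58 and 5.28% in the Ctcf-cKO mice (exact permutation test, p = 1). Without WT replicate 2 their difference of -3.31 points became 0.72. Shares of mid spermatid-like cells were 26.0 and 31.5% against 21.5 and 18.3% (exact permutation test, p = 0.333), a difference of -8.90 points that was 2.39 at a resolution of 0.5. Among barcodes above the knee, the somatic-like cluster, of macrophages, took 1.69% ± 1.15 (SD, n = 2 mice) in WT and 12.1% ± 6.81 (SD, n = 2) in Ctcf-cKO (exact permutation test, p = 0.333, the smallest possible). This share left out an unnamed cluster of 72 cells, led by APOC1 (log2 fold change 3.10) and CYP17A1 (2.84), with 12 Leydig and 13 spermatocyte markers higher. With it counted the shares were 7.50 and 21.9% in the WT mice and 32.9 and 38.1% in the Ctcf-cKO mice (exact permutation test, p = 0.333). In the 811 cells all somatic-like clusters together took 9.38 and 2.49% against 26.3 and 30.9%. Of the 10 clusters, 7 had shares that lay apart between the genotypes, 5 higher and 2 lower in Ctcf-cKO.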

Although both mice displayed the same clusters, we found changes in the proportions of cells in opposite genotypes within the same cluster (Supplementary Figures S1B, S1C).

**FIGURE 1:**
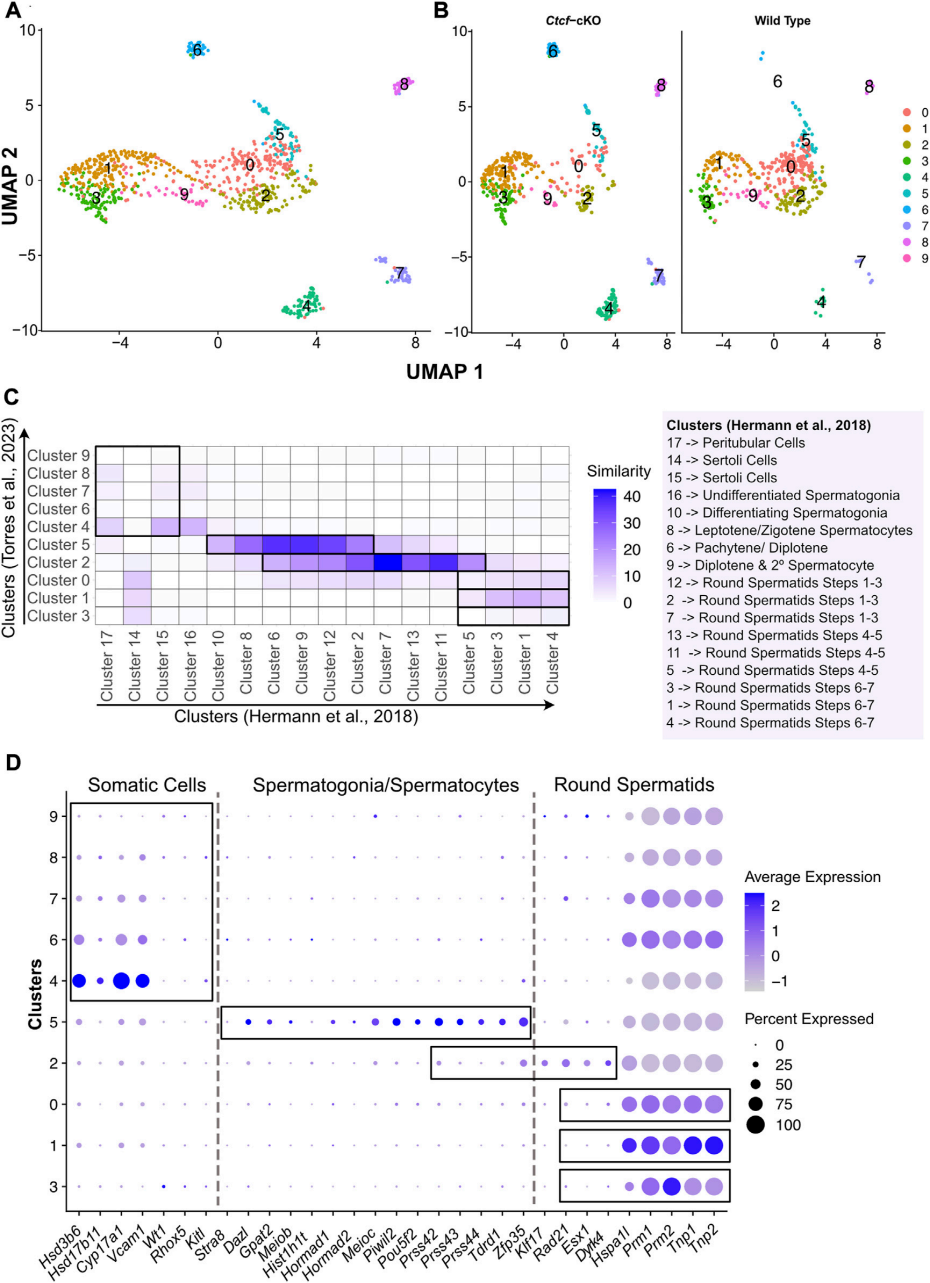
Clustering, validation, and identification of spermatogenesis populations from WT and *Ctcf-*cKO testes. **(A)** UMAP visualization of 10 cell clusters from WT and *Ctcf*-cKO cell populations. **(B)** Visualization of cell clusters by genotype. Clusters are distinguished by color according to the key color. **(C)** Heatmap displaying the percentage of similarity shared between our 10 clusters *versus* 17 clusters obtained in Hermann, et al., 2018 study. We considered a *p*-value adjusted <0.05 in genes list from each cluster. Cluster identity is mentioned to the right of the heatmap. **(D)** Dot plot of the proportion of cells in the respective cluster expressing each marker (dot size), and the average expression (color scale).

Since we used a droplet-based platform with a cell throughput lower than the most widely used platform (ddSeq-BioRad *versus* Chromium from 10X Genomics, respectively), we decided to increase the number of reads per cell to estimate the true transcriptional state of cells in our system (Zhang et al., 2020). We first addressed whether our 10 clusters with 405 and 503 cells from the WT and *Ctcf-*cKO testes, respectively; represented the entire spermatogenetic process. Therefore, we compared and plotted the percentage of similarity (defined as the percentage of shared markers between two clusters) between the differentially expressed genes (DGE) of each of our 10 clusters and the DGE of each of the 17 clusters obtained elsewhere by performing a scRNA-seq of 4,651 cells from two different WT mice (Hermann et al., 2018). We observed that clusters 4, 7, 8 of our analysis display the highest similarity to clusters containing Sertoli and Peritubular cells (clusters 15 and 17 in (17)) (Figure 1C). Cluster 5 has transcriptional profiles related to spermatogonia/spermatocytes (clusters 10, 8, 6 and 9 in (17)), cluster 2 is similar to spermatocytes/round spermatids (clusters 6, 9, 12, 2, 7, 13, 11 and 5 in (17)). Finally, clusters 0, 1 and 3 showed similarity to early, mid, and late-round spermatids (clusters 12, 2, 7, 13, 11, 5, 3, 1 and 4 in (17)) (Figure 1C).

To support previous associations and assign identity to our clusters, we inspected the expression of specific markers for Leydig, Sertoli, spermatogonia, meiotic and round spermatid cells previously reported in two different scRNA-seq studies (Hermann et al., 2018; Lukassen et al., 2018). Consequently, we found that clusters 4, 6, 7, 8 and 9 display markers for somatic cells (Sertoli and Leydig cells) (Figure 1D), while the cells in cluster 5 express markers for spermatogonia and meiotic cells (spermatocytes) (Figure 1D). 

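Clusters of the 811 cells were named when at least 3 markers of a list written beforehand were higher in the cluster than in the other cells. A cluster of 52 cells had 12 Leydig markers higher and was led by CYP17A1 (log2 fold change 3.53) and APOC1 (3.51). A smaller Leydig-like cluster of 42 cells had 9 Leydig markers higher and was led by AGT (2.45) and HSD3B6 (2.26). Sertoli markers, 10 of them, were higher in a cluster of 16 cells led by BASP1 (4.14) and DEFB36 (3.90), and 10 macrophage markers in a cluster of 41 cells led by LYZ2 (4.60). A cluster of 26 cells led by ADAMTS5 (5.08) and DCN (4.52) reached 3 markers of no list and was left unnamed. The spermatogonia/spermatocyte-like cluster of 65 cells had 15 spermatocyte and 2 spermatogonia markers higher, and SYCP3 (2.45) was among its leading genes. STRA8, a marker of premeiotic cells, had at most 6 counts in all barcodes of any mouse.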

Cluster 2 shows expression of markers for spermatocytes and round spermatids cells (Figure 1D). 

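No cluster of the 811 cells had at least 3 spermatocyte and 3 round spermatid markers higher together. The cluster of 49 cells that followed the spermatocyte-like cluster and the earliest round spermatid-like cluster in pseudotime had 13 round spermatid markers higher and was led by 1700001P01RIK (log2 fold change 2.37) and SPACA3 (2.22). Changes in a class between spermatocytes and round spermatids could therefore not be tested.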

Finally, we noticed that clusters 3, 1 and 0 display markers for round spermatids (Figure 1D).

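Round spermatid markers were higher in 3 clusters of the 811 cells. They numbered 10 in a cluster of 150 cells led by GLIPR1L1 (log2 fold change 1.39) and TSSK4 (1.39), 13 in the cluster of 49 cells, and 3 in a cluster of 146 cells led by ASB17 (0.99), where TNP1 and TNP2 were higher as well. The largest cluster, of 224 cells, had 15 elongating spermatid markers higher, among them TNP1, TNP2, PRM1 and PRM2. Its leading gene was HBB-BS (3.13), which encodes a haemoglobin chain and is no spermatid marker.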

Since clusters 4, 6, 7, 8 and 9 contain somatic cells and cluster 4 also contains type A undifferentiated spermatogonia where the conditional deletion of *Ctcf* is not active (Hernández-Hernández et al., 2016), we decided to remove them from our next analysis (Supplementary Figure S2A). To corroborate the identities and obtain a finer resolution of the clusters with spermatogenetic cells, we performed a single cell trajectory analysis using monocle 3 (Trapnell et al., 2014). With this pseudotime analysis, cluster 5 was stablished as the initial stage (spermatogonia/spermatocytes) followed by cluster 2 (spermatocytes/round spermatids), then cluster 0, cluster 1 and cluster 3. Therefore, these last three clusters, initially identified as round spermatids, can be further identified as early, mid, and late round spermatids (Figures 2A, B). 

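A diffusion pseudotime was computed with scanpy from the spermatocyte-like cluster, in place of Monocle3, which was not available. Its median was 0.176 in the spermatocyte-like cluster and 0.450 in the cluster of 150 cells, which is called early spermatid-like. The clusters of 49 and 146 cells had medians of 0.570 and 0.780 and are together called mid spermatid-like. The cluster of 224 cells had a median of 0.855 and is called late spermatid-like, with cells of the elongating type. Free RNA, of which the mice held different amounts, also enters the pseudotime.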

Taken together, we have cell clusters that recapitulate spermatogenesis in both genotypes (Figures 1C, D), which allows the analysis of transcriptional defects in the absence of CTCF in the *Ctcf-*cKO mouse across the last stages of spermatogenesis (Figure 2C).

**FIGURE 2:**
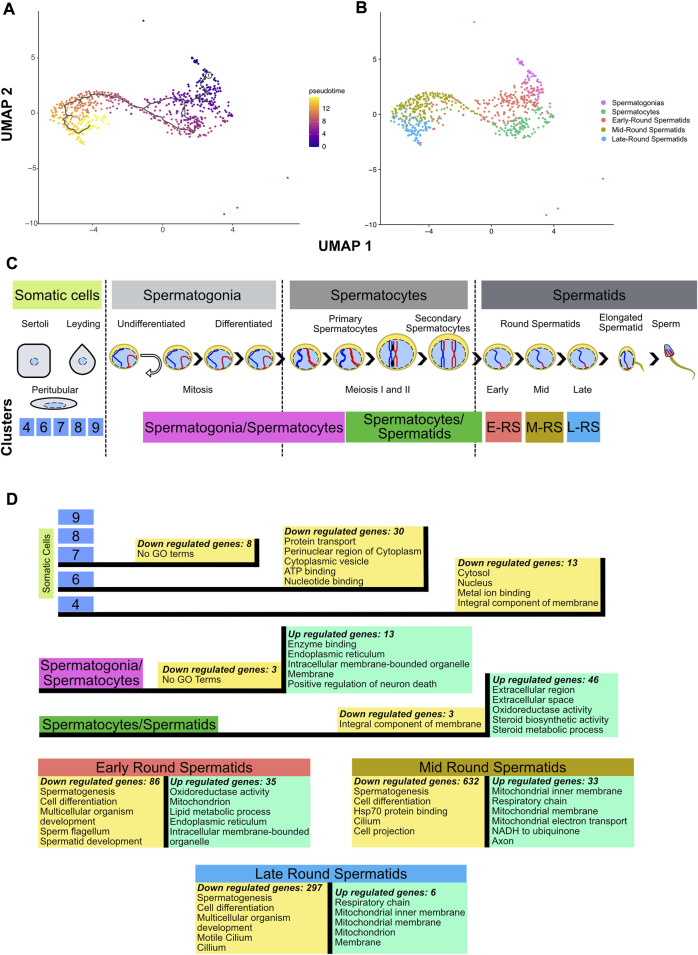
Inferring cell trajectory and functional annotation. **(A)** Pseudotime analysis in spermatogenic cells. Scale color in pseudotime shows the trajectory in specialization cell process. The projection was performed using UMAP and the parameter k = 3 in monocle3 1.2.6. **(B)** UMAP projection without somatic cells and molecular markers identification of cells populations. **(C)** Line time of spermatogenesis process with location of clusters obtained in this dataset based on similarity heatmap, molecular markers identification and pseudotime analysis. E-RS = Early-Round Spermatids, M-RS = Mid-Round Spermatids, L-RS = Late-Round Spermatids. **(D)** Differential gene expression (*p*-value adjusted <0.05) performed between *Ctcf*-cKO against WT cells in each cluster, and the top 5 GO terms of the upregulated (green boxes) and downregulated genes (yellow boxes) in the different cell clusters.

### Alterations in the transcriptional profiles of spermatogonia and spermatocyte cells

To evaluate whether loss of *Ctcf* produces transcriptional alterations throughout the spermatogenic process. 

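Counts were summed per mouse and class, and genotypes were compared by edgeR's quasi-likelihood F test with TMM normalization, edgeR's filter on low genes and Benjamini-Hochberg adjustment at 0.05. A class needed at least 5 cells in each mouse. The sums were smallest in Ctcf-cKO replicate 3 for early spermatid-like cells, with 38729 counts from 6 cells, and largest in WT replicate 2 for the same cells, with 1024240 counts from 108 cells. On simulated sums with 200 genes changed by a log2 fold change of 2, at the depth and spread of each class, the test found 0 of them in spermatogonia/spermatocyte-like, early spermatid-like and somatic-like cells. It found 76 in mid spermatid-like and 86 in late spermatid-like cells, with 3 and 0 false calls. A count of 0 changed genes in the first 3 classes therefore excludes no change of that size. DESeq2's Wald test was run on the same sums. Seurat's Wilcoxon rank sum test, with a log2 fold change of at least 0.25, was run over cells, and took each cell as a replicate.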

We performed DGE between cells of the same cluster but opposite genotype (*Ctcf-*cKO vs. WT). Then, to obtain a global overview of the biological functions of the proteins encoded by down and upregulated genes, we performed DAVID analysis (with the whole genome of *M. musculus* as background) and selected the top five GO terms with the highest enrichment scores (Huang et al., 2009a; Huang et al., 2009b) (Supplementary Table S1). As expected by the conditional mutation taking place mostly at primary spermatocytes (Hernández-Hernández et al., 2016), we found minor transcriptional alterations between *Ctcf*-cKO and WT cells in somatic cells. While in clusters 9 and 8 we did not find any misregulated genes, in clusters 7, 6 and 4 we found 8, 30 and 13 downregulated genes, respectively (logfc.threshold = 0.25 and *p*—value adjusted <0.05) (see Supplementary Table S1). Most of these genes have GO terms related to signaling process (Supplementary Table S1) except for cluster 7 in which we did not find related GO terms (Figure 2D).

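Somatic-like cells of all types were tested as a single class, since single types had as few as 0 cells in a WT mouse. The class held 9 and 6 cells in the WT mice and 60 and 76 in the Ctcf-cKO mice, with 62709, 48731, 327037 and 250761 counts. Of 3399 genes tested by edgeR, 0 passed the threshold, 172 had an unadjusted p under 0.05, and DESeq2 called 0. The Wilcoxon test over cells called 2 genes higher and 45 lower in Ctcf-cKO. Without WT replicate 1 edgeR called 488 genes and without WT replicate 2 it called 250, with the lone WT mouse assumed to vary like the other mice. Among the genes with the smallest p, CXXC1 had 201.8 and 212.9 CPM in the WT mice and 20.0 and 15.4 in the Ctcf-cKO mice. Its log2 fold change was -3.47 (standard error 0.84, adjusted p = 0.885, edgeR). MT-CYTB had a log2 fold change of 3.07 (standard error 0.70, adjusted p = 0.885, edgeR). HBB-BS, at 0 counts in both WT mice, was at least 25.4-fold higher in Ctcf-cKO (adjusted p = 0.885, edgeR). This lower limit, like the others given in this form, sets 3 counts over the sum of the genotype.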

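Spermatogonia/spermatocyte-like cells numbered 5 and 32 in the WT mice and 15 and 13 in the Ctcf-cKO mice, with 128324, 611724, 149826 and 45213 counts. edgeR called 0 of 3499 genes changed, with 316 at an unadjusted p under 0.05, while DESeq2 called 94 genes higher and 3 lower in Ctcf-cKO. The Wilcoxon test over cells called 12 higher and 5 lower. In the cells of this class among the 405 and 503 barcodes with most genes, edgeR called 17 higher and 0 lower. The number moved most without WT replicate 2, to 165. AGT had 1 and 14 counts in the WT mice and 366 and 82 in the Ctcf-cKO mice, a log2 fold change of 6.90 (standard error 0.68, adjusted p = 0.0556, edgeR). AGT also led a Leydig-like cluster, and CYP17A1, a Leydig marker, went from 0 and 1 counts to 276 and 32. TOP2A, with 28 and 86 counts in the WT mice and 0 in both Ctcf-cKO mice, was at least 10.7-fold lower (adjusted p = 0.171, edgeR). SPEER2 had a log2 fold change of -4.94 (standard error 1.14, adjusted p = 0.175, edgeR).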

In spermatogonia/spermatocytes cluster, we found 3 down and 13 upregulated genes in *Ctcf-*cKO cells (*p*-value adjusted <0.05). Although downregulated genes did not have associated GO terms, upregulated genes show mostly annotations of cellular components (Figure 2D and Supplementary Table S1), suggesting that transcriptional alterations in spermatogonia and spermatocytes do not produce major changes in the viability and function of these cells. In fact, RNA levels of crucial premeiotic and meiotic markers in these clusters did not show significant differences between *Ctcf*-cKO and WT mice (Supplementary Figure S3). This is in line with our previous data showing that checkpoint-triggering biological pathways (i.e., synaptonemal complex formation and meiotic recombination) are not altered in spermatocytes (Hernández-Hernández et al., 2016).

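Premeiotic and meiotic markers named in Figure 1D were examined in the spermatogonia/spermatocyte-like class. DAZL had 76 and 59 counts in the WT mice and 19 and 3 in the Ctcf-cKO mice, a log2 fold change of -1.57 (standard error 0.96, adjusted p = 0.707, edgeR). SPO11, on chromosome 2, had a log2 fold change of -0.72 (standard error 0.71, adjusted p = 0.827, edgeR). For MEIOC, PIWIL2, PRSS42, TDRD1 and ZFP35 the log2 fold changes were -1.17, -0.65, -2.08, -1.15 and -0.60, each with an adjusted p of at least 0.616 from edgeR. POU5F2, with 17 and 131 counts against 0 and 0, was at least 10.5-fold lower in Ctcf-cKO (adjusted p = 0.178, edgeR). PRSS43 had a log2 fold change of -0.44 (standard error 1.55, adjusted p = 0.958, edgeR). It had 90.8 and 79.8 CPM in the WT mice and 0 and 158 in the Ctcf-cKO mice, which lay on both sides of the WT values. None of these genes passed the threshold. The set of meiotic chromosome axis and recombination genes, of which 12 could be tested, had a median log2 fold change of -1.02, with 10 genes lower (limma's fry test, adjusted p = 0.379). With a mouse left out this median lay between -2.25 without Ctcf-cKO replicate 1 and -0.46 without Ctcf-cKO replicate 3. Among genes with at least 10 counts in every library it was 0.48.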

In *Ctcf-*cKO cells from the cluster of spermatocytes/spermatids, we found 3 down and 46 upregulated genes (*p*-value adjusted <0.05). Downregulated genes are associated with integral components of the membrane, whereas upregulated genes are mainly involved in extracellular and metabolic processes (Figure 2D and Supplementary Table S1).

### Defects in transcriptional profiles in round spermatids lead to abnormal morphology and physiological functions

During spermiogenesis, deep changes in the morphology and physiology of haploid cells produces mature sperm (Torres-Flores and Hernández-Hernández, 2020). Concomitantly, major regulation and changes in transcriptional profiles in round spermatids produce several cell clusters in scRNA-seq datasets (Hermann et al., 2018; Lukassen et al., 2018). 

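Early, mid and late spermatid-like cells were compared between genotypes with the mice as replicates. In early spermatid-like cells, 9 and 108 in the WT mice and 27 and 6 in the Ctcf-cKO mice, edgeR called 0 of 4782 genes changed, with 84 at an unadjusted p under 0.05, and DESeq2 called 1 higher. In mid spermatid-like cells, 25 and 76 against 49 and 45, edgeR called 136 genes higher and 1 lower in Ctcf-cKO of 6383 tested, and DESeq2 called 197 higher and 2 lower. The earlier of the joined clusters, of 49 cells, gave 6 and 29 of these cells in the WT mice and 11 and 3 in the Ctcf-cKO mice. The mix of the joined clusters was not separated from the genotype. In late spermatid-like cells, 45 and 17 against 69 and 93, edgeR called 531 higher and 57 lower of 2948 tested, and DESeq2 called 417 and 39, of which 417 and 34 were among edgeR's calls. The Wilcoxon test over cells called 44 higher and 23 lower in early, 41 and 197 in mid, and 101 and 1029 in late spermatid-like cells. With free RNA subtracted, which removed most counts of several sums, edgeR called 0 genes in each of these classes. Without WT replicate 2 it called 33 genes higher in early spermatid-like cells. For the mid class it called between 161 genes without WT replicate 1 and 337 without Ctcf-cKO replicate 3. For the late class it called between 248 genes without Ctcf-cKO replicate 3 and 728 without WT replicate 2. Among the 405 and 503 barcodes with most genes, edgeR called 2 genes higher in mid and 261 higher and 12 lower in late spermatid-like cells. On these barcodes the Wilcoxon test, a combination chosen after the result was seen, called 31 higher and 0 lower in early, 52 and 2 in mid, and 139 and 915 in late spermatid-like cells, so that the excess of lower genes in mid spermatid-like cells was not seen there.

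**Figure D1:**
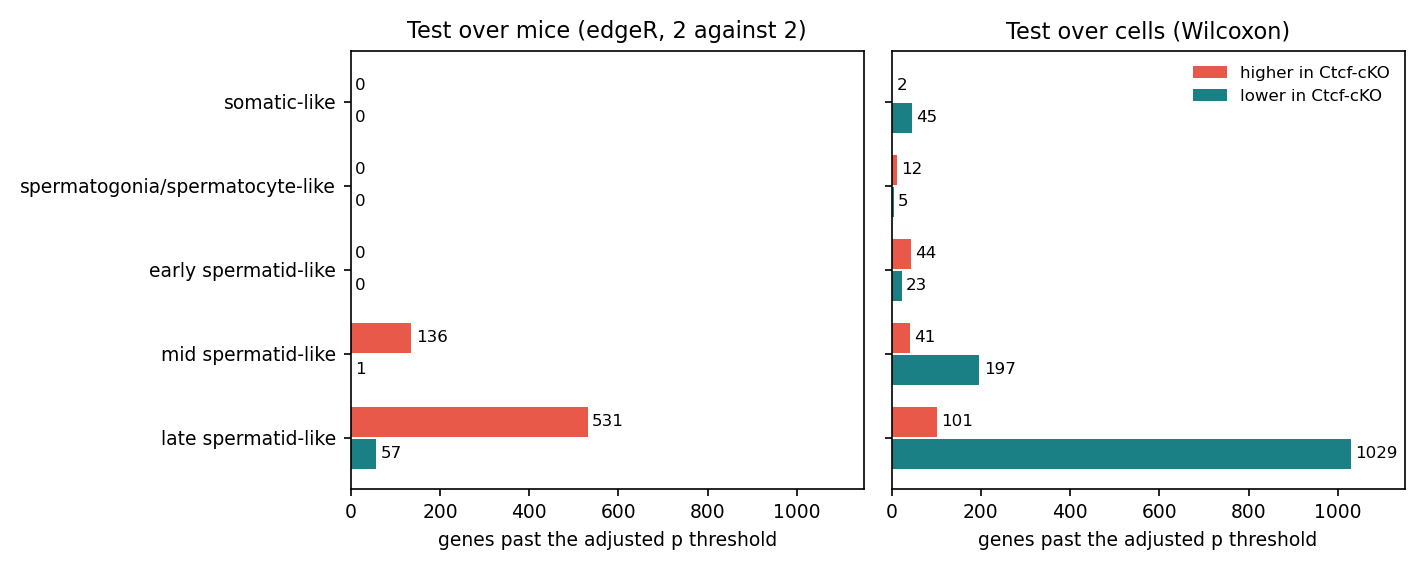
Number of genes called higher and lower in Ctcf-cKO than in WT in the early, mid and late spermatid-like classes by tests that differ in their replicates. Over mice, 531 genes of the late class were called higher and 57 lower by edgeR, and 101 higher and 1029 lower over cells by the Wilcoxon test.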

Clusters representing early, mid, and late spermatids of *Ctcf*-cKO mice, have fewer upregulated genes compared to downregulated genes. In early round spermatids, the 35 upregulated genes are involved in metabolism activity, while in mid round spermatids the 33 upregulated genes are related to mitochondrial process and axon. 

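Genes with large rises in early spermatid-like cells included those of red blood cells and Leydig cells. HBB-BS had 0 and 3 counts in the WT mice and 117 and 13 in the Ctcf-cKO mice, a log2 fold change of 7.04 (standard error 1.00, adjusted p = 0.999, edgeR). HSD3B1, at 0 in both WT mice, was at least 41.5-fold higher (adjusted p = 0.999, edgeR). In mid spermatid-like cells, HBB-BS, CYP17A1 and HBA-A1 were at 0 in both WT mice and at least 315-fold, 145-fold and 131-fold higher in Ctcf-cKO (adjusted p = 0.000183, 0.000478 and 0.000535, edgeR). Haemoglobin and CYP17A1 were also higher in both Ctcf-cKO libraries than in both WT libraries among barcodes under 200 genes, which hold free RNA. Of the 136 genes called higher in mid spermatid-like cells, 26 had 0 counts in both WT mice. The set of mitochondrially encoded respiratory chain genes rose by a median log2 fold change of 2.35 in early spermatid-like cells (5 of 5 genes higher, fry, adjusted p = 0.364). In mid spermatid-like cells the median was 3.49 (6 of 6 higher, fry, adjusted p = 0.182). Leaving out a mouse moved the latter between 2.61 and 5.48.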

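Of the 531 genes called higher in late spermatid-like cells, 139 had 0 counts in both WT mice. HBA-A1, FABP3 and GSN were the genes with the largest fitted rise, at least 302-fold, 165-fold and 159-fold higher in Ctcf-cKO (adjusted p = 1.37e-06, 1.51e-07 and 2.23e-07, edgeR). They had 521 and 95, 178 and 142, and 124 and 177 counts in the Ctcf-cKO mice, and none in the WT mice. With Ctcf-cKO replicate 3 alone against the same WT limit, the rises were at least 107-fold, 160-fold and 199-fold, so Ctcf-cKO replicate 1 decided that HBA-A1 ranked before the others. The limits hold for these cells only, since the log2 fold change was 4.87 for FABP3 at a resolution of 1.3 and 2.23 for GSN without batch correction. HBA-A1 is a haemoglobin gene and FABP3 was on the list of Leydig markers. GSN was a leading gene of the unnamed cluster of 26 cells (log2 fold change 4.29). Among the 531 genes, 69.5% were higher in both Ctcf-cKO libraries than in both WT libraries in barcodes under 200 genes. The 6 mitochondrially encoded genes tested were all higher, with a median log2 fold change of 5.03 (fry, adjusted p = 0.168), and leaving out a mouse moved this median between 3.90 and 7.62.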

Finally, in late round spermatids, the six upregulated genes are related to mitochondrial components (Figure 2D and Supplementary Table S1). On the contrary, we identified 86, 632 and 297 downregulated genes in early, mid and late round spermatids, respectively. 

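Genes with the largest fall in late spermatid-like cells were H2AL1M and CFAP57, at 0 in both Ctcf-cKO mice. H2AL1M had 30 and 13 counts in the WT mice and was at least 10.3-fold lower in Ctcf-cKO (adjusted p = 0.000857, edgeR), past the threshold under 11 of 14 alternatives, with a log2 fold change of -2.76 at the weakest. CFAP57 had 28 and 8 counts and was at least 7.68-fold lower in these cells (adjusted p = 0.000966, edgeR), but passed under only 7 of 13 alternatives. It had a log2 fold change of -1.01 among the barcodes above the knee (adjusted p = 0.467, edgeR), and did not pass without WT replicate 2 or without Ctcf-cKO replicate 3 (adjusted p = 0.112 and 0.198, edgeR), the only mice whose removal left the gene in the test. 5033406O09RIK fell from 53 and 21 counts to 5 and 0, a log2 fold change of -3.34 (standard error 0.93, adjusted p = 0.0137, edgeR), and passed under 15 of 16 alternatives. In mid spermatid-like cells the gene called lower was 1700017L05RIK, with 97 and 186 counts in the WT mice and 13 and 9 in the Ctcf-cKO mice, a log2 fold change of -2.30 (standard error 0.50, adjusted p = 0.0362, edgeR). 1700017L05RIK passed under 8 of 16 alternatives, and not without WT replicate 2 or without Ctcf-cKO replicate 1 (adjusted p = 0.121 at most, edgeR). In early spermatid-like cells NACA and PDCD5-PS had log2 fold changes of -4.36 and -3.13 (standard errors 1.17 and 0.90, adjusted p = 0.999 for both, edgeR), with 2 and 0 and with 4 and 1 counts left in the Ctcf-cKO mice.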

All these genes have annotations related to spermatogenesis, spermatid development, sperm flagellum, and cell differentiation process (Figure 2D and Supplementary Table S1).

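Sets of flagellum and sperm motility genes and of acrosome genes were tested by limma's fry test in each class, with adjustment over all 7 sets and 5 classes. Flagellum and motility genes had a median log2 fold change of -0.28 in early spermatid-like cells (35 of 48 genes lower, adjusted p = 0.425) and of -0.22 in mid spermatid-like cells (33 of 49 lower, adjusted p = 0.369). Late spermatid-like cells had a median of 0.13 (16 of 33 lower, adjusted p = 0.903), with -0.08 when no filter on low genes was applied. Acrosome genes had medians of -0.42 in early (25 of 32 lower, adjusted p = 0.418), -0.48 in mid (28 of 32 lower, adjusted p = 0.422) and 0.16 in late spermatid-like cells (7 of 15 lower, adjusted p = 0.715). The acrosome median in late spermatid-like cells was -0.11 without a filter on low genes. With free RNA subtracted, the medians in mid spermatid-like cells were 0.66 for flagellum and motility genes and 0.17 for acrosome genes. With a mouse left out, flagellum and motility medians lay from -0.81 to -0.18 in early and from -0.32 to -0.18 in mid spermatid-like cells. Acrosome medians then lay from -0.66 to -0.31 in early and from -0.68 to -0.22 in mid spermatid-like cells. None of the sets passed the threshold after adjustment. In the mid class, the mix of its clusters of 49 and 146 cells also differed between the mice and was not separated from the genotype. The camera test with its preset correlation called 13 combinations of set and class, none of which fry called.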

Since previously we observed severe morphological alterations in mature sperm of *Ctcf*-cKO mice (Hernández-Hernández et al., 2016), we sought to perform a more robust characterization of the overrepresented altered biological pathways during spermatogenesis that could explain the malformation of mature sperm. We performed pathway enrichment analysis using the GSEA tool (Subramanian et al., 2005) and used Cytoscape software for visualization of enriched pathways (represented as nodes of sizes that are proportional to the number of mis regulated genes in the specific gene set). When several pathways are associated by similarity, they are shown as interconnected within circles, representing higher-level processes given a specific biological function (Shannon et al., 2003).

With this analysis, we found several biological pathways to be overrepresented (i.e., altered biological pathways) in spermatogenic cells from *Ctcf-*cKO mouse (Figures 3A–E; enrichment scores in Supplementary Table S1). 

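In spermatogonia/spermatocyte-like cells, 6 of the gene sets had enough genes to be tested by fry. None passed an adjusted p of 0.05. Steroid synthesis and Leydig cell genes came closest, with a median log2 fold change of 6.84, or 5.55 with genes at 0 in WT set to their lower limits (10 of 10 genes higher, adjusted p = 0.104). Flagellum and motility genes had a median of -0.45 (27 of 42 lower, adjusted p = 0.364), acrosome genes of -0.19 (11 of 17 lower, adjusted p = 0.792) and mitochondrially encoded genes of 0.82 (6 of 6 higher, adjusted p = 0.721).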

While we did not identify differentially enriched pathways in the spermatogonia/spermatocytes cluster (Figure 3A); in the spermatocytes/spermatids cluster we observed altered biological pathways related to specific gene expression in testis or spermatids, promoter DNA methylation, and differentially expressed genes in KO mice models for spermatocytes/spermatid development (Figure 3B). Among the KO mouse models with similar gene transcriptional defects we found: the spermatid developmental obstructing *Tslc1* null (van der Weyden et al., 2006), the spermatocyte progression stopping *Spo*11^−/−^ and *Cldn*11^−/−^ mice (Smirnova et al., 2006; Mazaud-Guittot et al., 2010).

**FIGURE 3:**
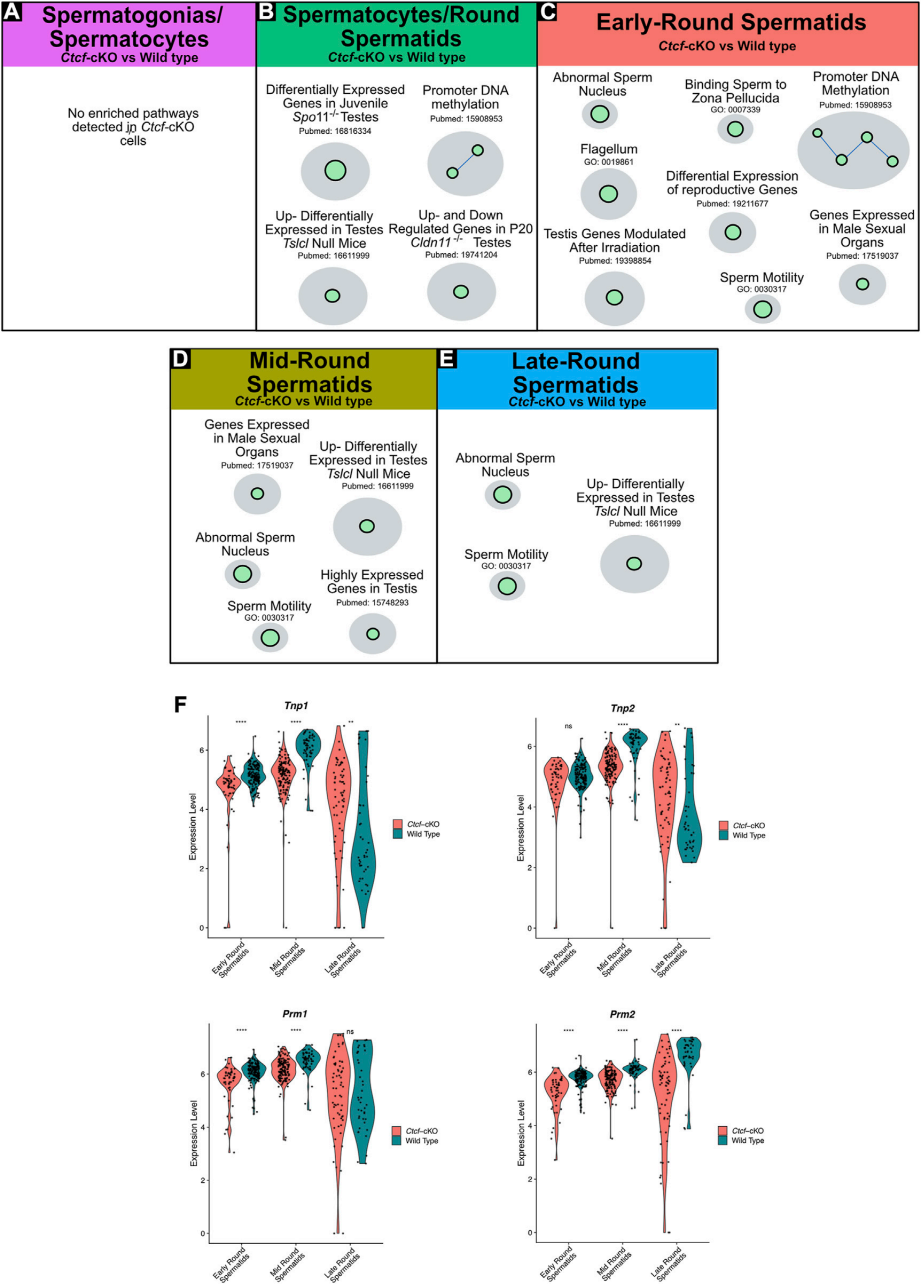
Gene Set Enrichment Analysis (GSEA) of *Ctcf*-cKO against WT spermatogenesis cells and differential gene expression of key players in histones replacement. **(A–E)** Positively enriched maps of altered biological functions in *Ctcf*-cKO *versus* WT cells. The comparisons were made in each cluster. Each green circle (node) represents a pathway. A link between pathways was established when 2 pathways had a Jaccard index >0.4, given the expressed genes. All enriched pathways have an FDR <0.05 and a *p*-value <0.01. **(F)** Violin plots of the expression profiles of *Tnp1, Tnp2, Prm1,* and *Prm2* in round spermatids of *Ctcf-*cKO and WT within cell clusters 3, 2 and 0. Statistical differences are based on the Wilcoxon rank sum test, asterisks indicated *p* < 0.05, expression levels correspond to log normalized values.

In early round spermatids we found enriched pathways related to abnormal sperm nucleus, flagellum, sperm motility, and promoter DNA methylation among others (Figure 3C). 

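Other gene sets were tested in mid and late spermatid-like cells by fry, and none passed an adjusted p of 0.05. Steroid synthesis and Leydig cell genes had a median log2 fold change of 5.25 in mid (10 of 10 genes higher, adjusted p = 0.104) and of 7.14 in late spermatid-like cells (14 of 14 higher, adjusted p = 0.111), or 5.14 in the latter with the 8 genes at 0 in WT set to their lower limits. Genes induced by tissue dissociation had a median of 4.50 in mid spermatid-like cells, or 3.85 at the lower limits (7 of 7 higher, adjusted p = 0.138). Without Ctcf-cKO replicate 1 this median was 0.083, and among the 405 and 503 barcodes with most genes it was -0.40. CADM1, also named Tslc1, lies on chromosome 9 of GRCm38 from 47530173 to 47857637. It had a log2 fold change of 0.15 in mid (standard error 0.53, adjusted p = 0.973, edgeR) and of -0.96 in late spermatid-like cells (standard error 0.79, adjusted p = 0.443, edgeR).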

Finally, in clusters of mid and late round spermatids, we observed physiological pathways involved in sperm motility, abnormal sperm nucleus, and developmental obstructing *Tslc1* null (van der Weyden et al., 2006) (Figures 3D, E). Altogether, our data shows that round spermatids suffer transcriptional alterations that may lead to the mature sperm malformation.

### The protamine incorporation pathway is affected in *Ctcf*-cKO spermatids

To further support our GSEA data, suggesting abnormal spermatid development and defects in the sperm nucleus, we decided to analyze key proteins involved in the histone-to-protamine exchange process (Dadoune, 2003; Torres-Flores and Hernández-Hernández, 2020). First, we observed transcriptional misregulation of *Tnp1, Tnp2, Prm1, and Prm2* in the three stages of spermiogenesis (i.e., early, mid and late round spermatids) (Figure 3F).

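Tnp1 lies on chromosome 1 of GRCm38 from 73015074 to 73015909. Tnp2, Prm2 and Prm1 lie next to each other on chromosome 16, from 10787936 to 10788660, from 10791380 to 10796134 and from 10796326 to 10805839, all on the reverse strand. Among late spermatid-like cells, TNP1 had 49174 ± 10553 CPM (SD, n = 2 mice) in WT and 21172 ± 190 (SD, n = 2) in Ctcf-cKO, a log2 fold change of -1.22 (standard error 0.47, adjusted p = 0.0804, edgeR). TNP2 had 40644 ± 6820 (SD, n = 2) in WT and 22341 ± 1237 (SD, n = 2) in Ctcf-cKO, a log2 fold change of -0.86 (standard error 0.46, adjusted p = 0.210, edgeR). PRM1 and PRM2 had log2 fold changes of -0.51 and -0.61 (standard errors 0.54 and 0.52, adjusted p = 0.568 and 0.461, edgeR). All 4 genes were lower in late spermatid-like cells under every alternative that gave a value. None passed the threshold in the fit described, while TNP1 passed it under 6 of the alternatives that kept all mice, DESeq2 among them, and TNP2 under DESeq2 and without batch correction. Over all alternatives that kept every mouse, the adjusted p lay between 0.000488 and 0.759 for TNP1 and between 0.0197 and 0.771 for TNP2. Leaving out a mouse moved TNP1 between -1.49 and -1.19, past the threshold without WT replicate 1 and without WT replicate 2. TNP2 passed it without WT replicate 1, at -1.10. Mid spermatid-like cells gave log2 fold changes of -0.40, -0.15, 0.23 and 0.04 for TNP1, TNP2, PRM1 and PRM2 (standard errors 0.38, 0.42, 0.31 and 0.32, adjusted p at least 0.808, edgeR). Single mice decided their signs, since without WT replicate 1 the value was 0.24 for TNP1 and 0.71 for TNP2, and without WT replicate 2 it was -0.050 for PRM1 and -0.25 for PRM2. TNP2 passed the threshold in opposite directions, at 0.71 without WT replicate 1 and at -0.74 without WT replicate 2 (adjusted p = 0.00310 and 0.0216, edgeR), and TNP1 passed it at -0.91 without WT replicate 2 (adjusted p = 0.00709, edgeR). PRM1 passed it as higher in Ctcf-cKO without WT replicate 1, at 0.45 (adjusted p = 0.0489, edgeR). In early spermatid-like cells the values were -0.40, -0.29, -0.78 and -0.88 (standard errors 1.47, 1.58, 1.82 and 1.65, adjusted p = 0.999 for each, edgeR). There PRM1 had 284 CPM in WT replicate 1 and 56257 in WT replicate 2, and its log2 fold change was 5.85 without WT replicate 2 and -2.16 without Ctcf-cKO replicate 1. Without WT replicate 2 all 4 genes were higher in Ctcf-cKO in this class and past the threshold. The 4 genes were among the markers that named the elongating spermatid-like cluster. Free RNA of these genes was abundant, since somatic-like cells had 17396, 55668, 25772 and 40589 CPM of PRM1 in WT replicates 1 and 2 and Ctcf-cKO replicates 1 and 3. Barcodes under 200 genes had 7098, 17164, 20559 and 17419 CPM of TNP1 in the same order. TNP1 in late spermatid-like cells was near that level in the Ctcf-cKO mice and above it in the WT mice. A larger share of free RNA in the Ctcf-cKO barcodes was therefore not excluded as a source of its fall. Whether the stages differed in their changes was not tested. Over cells, the Wilcoxon test called PRM1 and PRM2 lower in early spermatid-like cells (log2 fold change -0.89 and -0.97, Bonferroni adjusted p = 0.00212 and 8.7e-06) and PRM2 lower in late spermatid-like cells (-1.04, adjusted p = 7.11e-16), with cells as replicates. Among the 405 and 503 barcodes with most genes it called PRM2 in late (-0.96, adjusted p = 1.45e-11) and none of the 4 genes in early spermatid-like cells (adjusted p = 1 for each), of which Ctcf-cKO replicate 3 had only 4 cells there. The paper reads the changed transcripts of round spermatids together with its enriched pathways for an abnormal sperm nucleus, and proposes that these alterations may lead to malformed mature sperm.

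**Figure D2:**
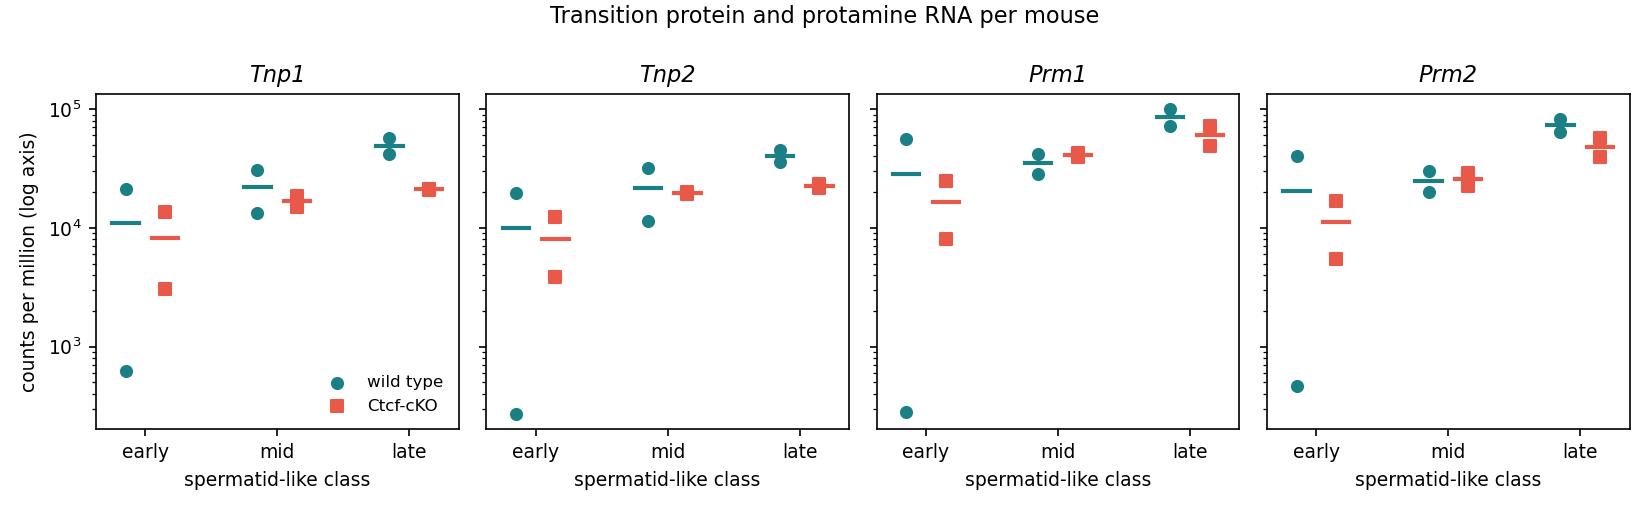
CPM of TNP1, TNP2, PRM1 and PRM2 in each mouse in the early, mid and late spermatid-like classes, for WT and Ctcf-cKO. TNP1 in the late class had 41712 and 56636 CPM in the WT mice and 21037 and 21306 in the Ctcf-cKO mice.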

Then we decided to follow these proteins at the time of their incorporation in the nuclei of elongating spermatids by immunofluorescence analysis in histological sections of *Ctct*-cKO and WT testes. We observed that whereas in elongated/elongating spermatids from WT mice, both TNP1 and TNP2 proteins are co-expressed (Figures 4A–E), in 25% of the analyzed seminiferous tubules from *Ctcf*-cKO mice some spermatids - without the classical elongated shape - display only TNP1 (Figures 4F–J). Also, to estimate interference by background noise, we run negative controls (histological sections incubated only with secondary antibodies, Supplementary Figure S4).

**FIGURE 4:**
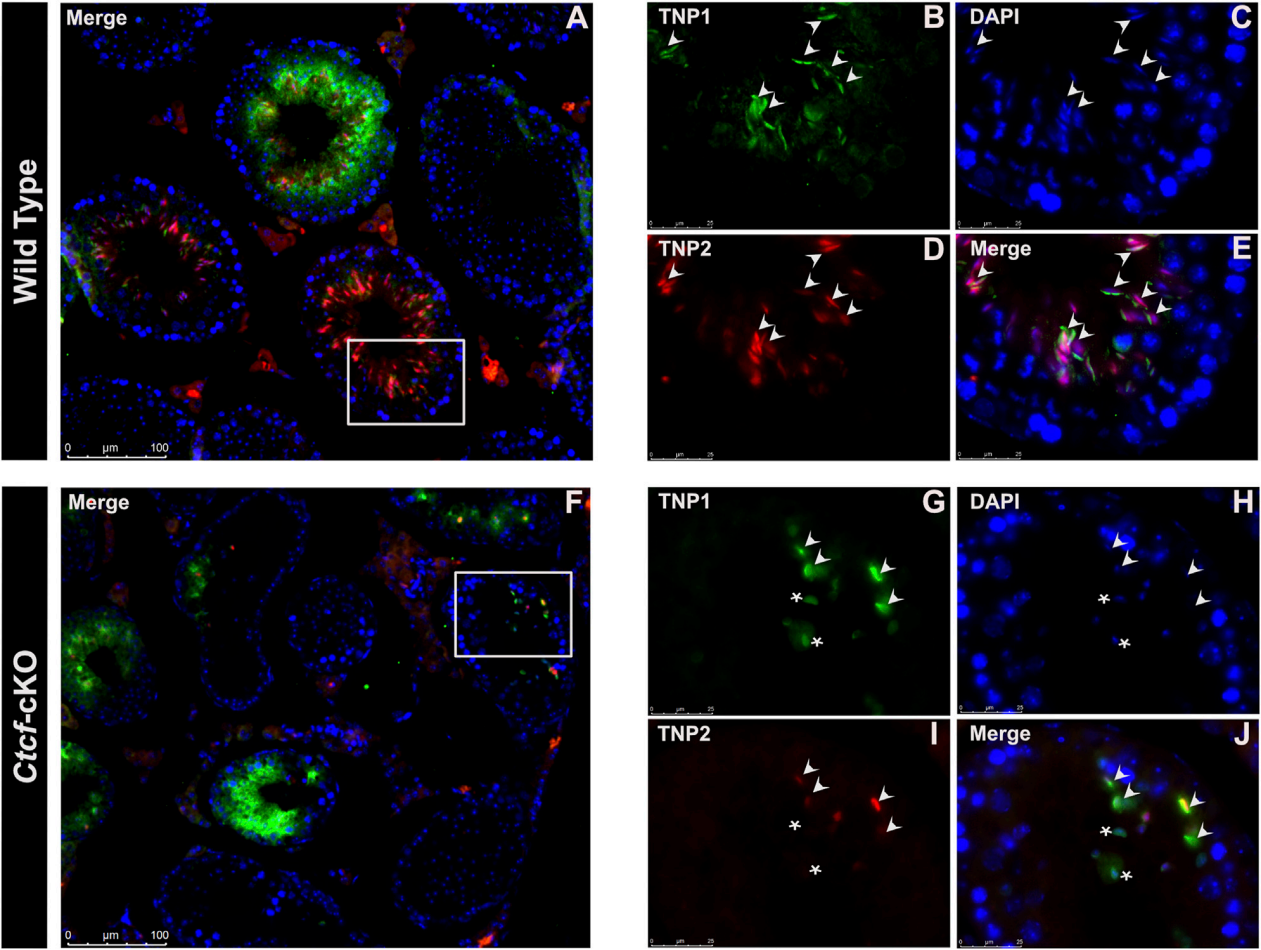
Immunofluorescent staining pattern of TNP1, TNP2, and PRM2 in WT and *Ctcf*-cKO testis sections. **(A–E)** Show simultaneous immunodetection of TNP1 and TNP2 in elongated spermatids from WT testis sections. **(F–J)** Simultaneous immunodetection of TNP1 and TNP2 in elongated spermatids from *Ctcf*-cKO testis sections. Elongated spermatids with immunodetection of both proteins are shown with arrowheads, while abnormal spermatids with signal only for TNP1 are shown with asterisks. 25% of the analyzed seminiferous tubules showed spermatids with an abnormal staining pattern. Three mice of each genotype were analyzed.

Elongated spermatids from both WT and *Ctcf*-cKO display PRM2 and PRM1 (Figure 5A–P). However, we found absence of PRM1 signal in some spermatids in all observed seminiferous tubules from *Ctcf-*cKO mice (Figures 5E–H). Furthermore, only 35% and 18% of the analyzed seminiferous tubules from *Ctcf*-cKO displayed signal for PRM1 and PRM2, respectively (Figures 5E–H; Figures 5M–P). Whereas in WT sections, 55.5% and 60% seminiferous tubules displayed PRM1 and PRM2 signal, respectively (Figures 5A–D; Figures 5I–L). Once more, to estimate background noise we use negative controls (Supplementary Figure S5). These data show that the protamine incorporation process is altered in *Ctcf*-cKO spermatids.

**FIGURE 5:**
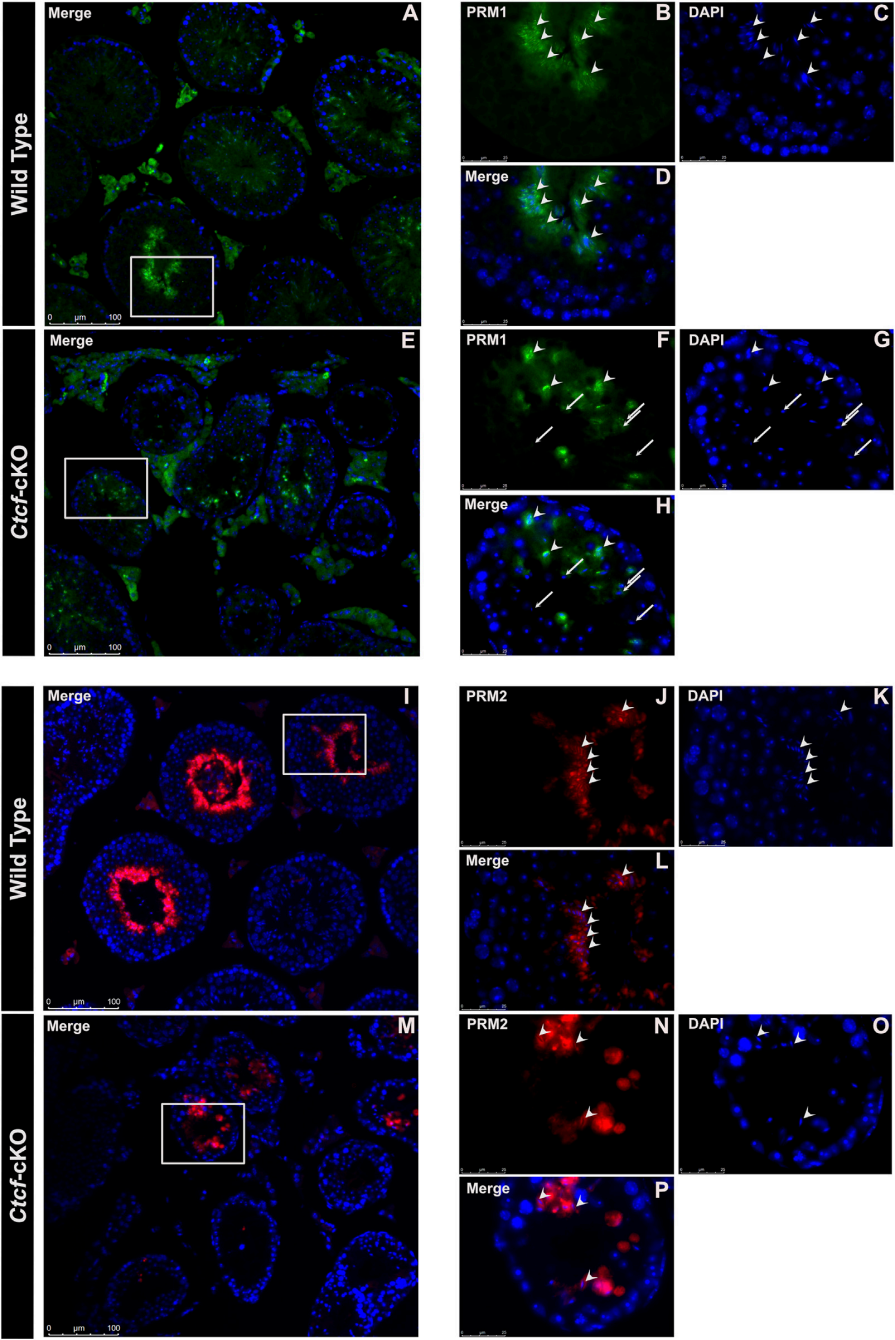
Immunofluorescent staining pattern of PRM1 and PRM2 in WT and *Ctcf*-cKO testes sections. **(A–D)** PRM1 immunodetection in elongated spermatids from WT testes sections. Some representative elongated spermatids with PRM1 signal are pointed out with arrowheads. **(E–H)** Immunodetection of PRM1 in elongated spermatids from *Ctcf*-cKO testis sections. Elongated spermatids with and without the PRM1 signal are pointed out with arrowheads and arrows, respectively. **(I–L)** Immunodetection of PRM2 in elongated spermatids from WT testis sections. **(M–P)** Immunodetection of PRM2 in elongated spermatids from *Ctcf*-cKO testis sections. Elongated spermatids with PRM2 immunodetection are shown with arrowheads.

### Spermatids in *Ctcf*-cKO mice display abnormalities in acrosome formation and nuclear compaction

Finally, we decided to characterize some of the morphological pathways that are affected in spermatids. Therefore, we performed a detailed morphological characterization of cells in spermiogenesis at the electron microscopy (EM) level. We found mainly two phenotypes in spermatids that support the abnormal sperm morphology reported in the GO and GSEA analysis.

The first is related to acrosome biogenesis. In round spermatids from WT mice, we observed the acrosome sac and the head cap (Hc) with their expected spherical formation on the surface of the nucleus (Cheng and Mruk, 2010) (Figure 6A), while in round spermatids from *Ctcf*-cKO these two structures are rather flattened (Figure 6B). Following spermatid differentiation from spherical to asymmetric shapes in steps 8–10, we observed that the acrosome and the Hc are condensed and flattened, giving rise to a highly electron-dense acrosome vesicle (Kierszenbaum et al., 2003) (Figure 6C). However, we did not observe these changes in the formation of the acrosome vesicle in *Ctcf-*cKO elongating spermatids (Figure 6D). Furthermore, in elongated spermatids from WT mice, we observed a well-defined acrosome vesicle in the apical region of the elongated nucleus (Figure 6E), while in *Ctcf*-cKO elongated spermatids, we observed a non-well-defined acrosome vesicle in other regions of the nucleus rather than in its apical part (Figure 6F). Finally, we observed that the acrosome in elongated spermatids from WT testis is located at the apical zone as commonly reported (Figure 6G). However, in elongated spermatids from *Ctcf-*cKO testis, the acrosome did not form properly (Figure 6H).

**FIGURE 6:**
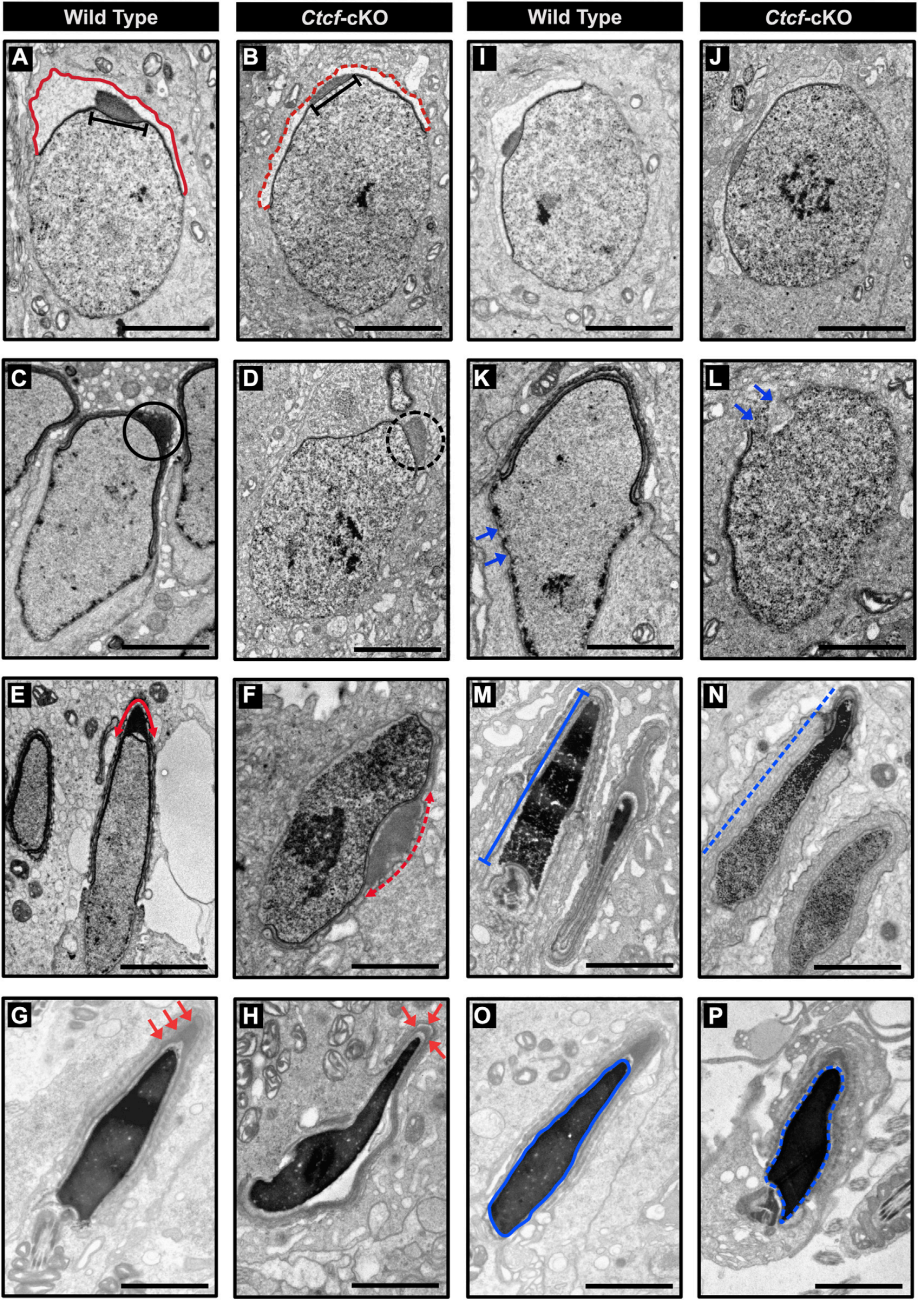
Electron micrographs of spermatids from WT and *Ctcf*-cKO mice. **(A)** Micrograph showing the acrosome sac (red line) and head cap (black bar) of a WT round spermatid. **(B)** Abnormal acrosome sac (red dashed line) and head cap (black bar) of a round *Ctcf-cKO* spermatid. **(C)** Head cap (black circle) from a WT elongating spermatid. **(D)** Abnormal head cap (black dashed circle) of an elongating *Ctcf-cKO* spermatid. **(E)** Acrosome in the anterior apical end of elongated spermatids from WT mice (red double head arrow). **(F)** Misplaced acrosome (red dashed double head arrow) in an elongated spermatid from *Ctcf-*cKO mice. **(G)** Acrosome at the anterior apical end of the elongated spermatids of the WT testes (red arrows). **(H)** Abnormal acrosome and altered morphology in elongated spermatids from testis in *Ctcf*-cKO mice (red arrows). **(I, J)** Proper nuclear morphology and chromatin compaction in round spermatids from WT and *Ctcf*-cKO mice, respectively. **(K)** Elongating spermatid with electron-dense material associated with the nuclear envelope (blue arrows) from WT mice. **(L)** Elongating spermatid with discontinuities in the dense structure associated with the nuclear envelope and in the nuclear envelope itself (blue arrows) from *Ctcf-*cKO mice. **(M)** Elongated spermatid with condensed chromatin (blue bar) from WT mice. **(N)** Elongated spermatid with abnormal chromatin condensation pattern of *Ctcf*-cKO mice (blue dashed line). **(O)** Elongated spermatid displaying full chromatin packing inside the nucleus (blue contoured line) from WT mice. **(P)** Elongated spermatid displaying apparently full chromatin packing (blue contoured dashed line), but with abnormal head morphology from *Ctcf*-cKO mice. Scale bars represent 2 μm.

The second phenotype that we underscored was related to nuclear shape (Figures 6I–P). We observed nuclear shape defects in the spermatids of *Ctcf-*cKO mice starting at the stage of elongating spermatids. At this stage, we observed some broken regions of the nuclear envelope in *Ctcf-*cKO elongating spermatids (Figures 6K–L). Furthermore, we observed adequate chromatin compaction in WT elongated spermatids (Figure 6M) but not in elongated spermatids of *Ctcf*-cKO (Figure 6N). Finally, we observed an abnormal nuclear shape in *Ctcf-*cKO elongated spermatids (Figures 6O–P).

## Discussion

Although CTCF is a key molecule for sperm formation, fertility, and sperm epigenome establishment in mice (Jung et al., 2017), little is known regarding its function throughout the different stages of spermatogenesis. In this study, by analyzing the transcriptome of single cells at different stages of spermatogenesis, we found that there are no major alterations in the biological functions of mitotic and meiotic cells under the absence of CTCF. However, haploid cells in spermiogenesis undergo significant changes in their transcriptional profiles and morphology development. Our GO and GSEA analysis of the misregulated genes indicated that early mid and late round spermatids have spermatid development and sperm morphology defects. Indeed, we observed defects in the histone to protamine exchange process, nuclear compaction, and acrosome biogenesis throughout the different stages of spermiogenesis. In a previous work, we reported mature sperm from the cauda epididymis fro*m Ctcf*-cKO mice with acrosome and nuclear compaction malformations (Hernández-Hernández et al., 2016). In this work, we found that these defects are produced by alterations in transcriptional profiles of related genes in round spermatids.

Single-cell RNA-seq studies in mouse spermatogenesis have shed light on the heterogeneity found during this process (Green et al., 2018; Hermann et al., 2018). Since we were interested in identifying changes in the main stages of spermatogenesis due to the absence of CTCF, rather than in deciphering the already reported cell heterogeneity, we performed scRNAseq with fewer cells than in the mentioned studies. Thus, differences in the number of identified clusters may be due to the total number of cells captured in the different studies. However, we used stage-specific markers from the previously reported studies to identify and validate cluster phenotypes in our bioinformatics pipeline. Furthermore, as also observed in similar studies (Lukassen et al., 2018), we observed that some molecular markers are shared across cell clusters which may be explained by the fact that germ cells are embedded into the Sertoli syncytium, thus having structural and signaling interactions (Nishimura and L’Hernault, 2017).

It is well documented that scRNA-seq can underscore cell phenotypes that are otherwise masked when bulk RNA-seq analysis of whole tissues is performed (Bacher and Kendziorski, 2016; Chaudhry et al., 2019). Accordingly, we found that during the round spermatid stage in *Ctcf*-cKO testes, some of the enriched pathways identified in GSEA are related to promoter DNA methylation, a finding that can be further explored in our model since DNA methylation in the germline has the potential to regulate gene expression in the offspring. Hence, failures in this process could have serious consequences for post-fertilization development (Stewart et al., 2016). In mouse, genome-wide demethylation occurs early in the development of primordial germ cells. However, a wave of *de novo* methylation adds epigenetic memory at specific genomic sites (imprinted regions) at the pro-spermatogonia stage before birth (Reik et al., 2001; McSwiggin and O’Doherty, 2018). In our GSEA analysis, we discovered that a pathway related to promoter DNA methylation is affected in *Ctcf*-cKO round spermatids. Although we did not further study this pathway, we speculate that, in a WT scenario, this biological pathway is an ongoing process. Yet, *de novo* DNA methylation during round spermatid development has not been reported. Instead, it has been suggested that active DNA methylation mechanisms, regulated by MORC1, are acting to repress transposable elements in the male germline of mice (Pastor et al., 2014). Accordingly, in our GSEA study we found that MORC1 expression is altered in round spermatids from *Ctcf-*cKO testes.

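Morc1 lies on chromosome 16 of GRCm38 from 48431237 to 48630900. In all barcodes it had 26 and 8 counts in the WT mice and 1 and 0 in the Ctcf-cKO mice, which is 3.89 and 1.65 CPM against 0.378 and 0. In germ-like cells above the knee it had 6 and 0 counts in the WT mice and 0 in both Ctcf-cKO mice. With the lower limit on counts used for results by class, it had 6 and 2 against 0 and 0. No result of a test in single stages is given at so few counts.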

Although in a small number, sperm with several morphological and biochemical alterations are still produced in the absence of CTCF (Hernández-Hernández et al., 2016). We found most of these defects are created at the transcriptional level in round spermatids, and the resulting phenotype is observed throughout the whole process of sperm differentiation. However, the exact mechanism by which CTCF is controlling these biological functions has not been fully addressed. A possible mechanism may be related to the establishment of the sperm epigenome and histone replacement/retention (Jung et al., 2017), in which CTCF could be deeply involved. At these stages of round spermatids, CTCF and cohesin complexes occupy specific genomic regions, orchestrating the organization of the genome or sperm epigenome (Jung et al., 2017; Jung et al., 2019). It has long been speculated that BORIS (a CTCF paralog) can contribute together with CTCF to organize the spermatid genome. Interestingly, it has been shown that heterodimeric units of CTCF/BORIS can regulate transcription of some round spermatid specific genes, repress toxic genes, and contribute to some extend to the sperm genome organization (Rivero-Hinojosa et al., 2021). Furthermore, ectopic expression of BORIS in BORIS negative cells has been shown to produce the exchange of chromatin bound CTCF homodimers by CTCF/BORIS heterodimers (Pugacheva et al., 2015). Therefore, although the individual contributions of CTCF and BORIS to spermatogenesis are different (Suzuki et al., 2010), it may be interesting to study whether under CTCF depletion of specific genomic locations (in this *Ctcf*-cKO mice), BORIS takes over and binds to these sites. We speculate that the absence of CTCF in round spermatids may have a strong impact on the organization of the sperm epigenome by altering sperm-specific transcriptional regulatory programs. Detailed chromatin accessibility studies at the single cell level are needed to explore this hypothesis. Furthermore, our work highlights the importance of CTCF for the proper progression of spermiogenesis.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE166774.

# Supplementary material for: Spermiogenesis alterations in the absence of CTCF revealed by single cell RNA sequencing
**Source:** Front Cell Dev Biol. 2023 Mar 30;11:1119514. doi: 10.3389/fcell.2023.1119514
**Supplement:** Supplementary file 4

Supplementary Material

## Supplementary Figures

**Supplementary Figure S1**. (A) Violin plot of genes and mitochondrial genes per cell in WT and *Ctcf*-cKO testes cells. (B) Table with number of cells that correspond to each cluster from both genotypes. (C) Bar graph with the proportion of cells in each cluster. The thickness of the bar is proportional to the number of cells.

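Above the knee, the median number of genes per cell was 2935 and 2633 in the WT mice and 1848 and 922 in the Ctcf-cKO mice, a difference of -1399 between the genotype means (exact permutation test, two-sided, p = 0.333, the smallest possible). With each of these cells thinned to 2000 counts, the medians were 883 and 1112 against 1049 and 766 (exact permutation test, p = 0.667). In the 811 cells the medians were 2123 and 1792 against 1039.5 and 691.5 genes. The median share of mitochondrial counts per cell was 0.0026% and 0.117% in the WT mice and 0.979% and 1.35% in the Ctcf-cKO mice.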

**Supplementary Figure S2.** (A) UMAP visualization of cell clusters by genotype and without somatic cells. Clusters are distinguished by color according to the key color.

**Supplementary Figure S3.** Violin plots displaying the RNA levels of some crucial premeiotic and meiotic genes in cells of the spermatogonia/spermatocytes and spermatocytes/spermatids clusters. Not Statistical differences were identified using Wilcoxon rank sum test, expression level correspond to log normalized values.

**Supplementary Figure S4.** Negative controls for immunostaining. We identified same seminiferous tubules. We used as a negative control, sections incubated with phosphate buffered saline (PBS) instead of primary antibody and using secondary antibody for immunofluorescence detection of TNP1, TNP2 and PRM2.

**Supplementary Figure S5.** Negative controls for immunostaining. We identified same seminiferous tubules. We used as a negative control, sections incubated with phosphate buffered saline (PBS) instead of primary antibody and using secondary antibody for immunofluorescence detection of PRM1.

How the deposited data were processed for this re-analysis (not part of the article)

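Single cell RNA-seq was analysed from 2 WT and 2 Ctcf-cKO mice, each of which gave a single library. The authors isolated and barcoded the cells with ddSEQ droplets, made 3′ libraries, aligned the reads to GRCm38 and deposited whole-number counts per gene symbol and barcode, without normalization. The paper's text does not name the counting tool's version or how reads of one molecule were merged. Barcodes far below the depth of a cell were still in the tables. The libraries held 6701235, 4859455, 2652665 and 1593546 counts, in the order WT replicates 1 and 2 and Ctcf-cKO replicates 1 and 3. In each table 21 to 23 gene symbols had been turned into dates and held at most 0.245% of the counts. They are in the library totals above but were left out of everything else. The tables together listed 25800 other gene symbols.

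Barcodes were kept with 200 to 7000 genes and at most 10% of mitochondrial counts, as the paper states. Above the knee of the curve of counts against rank lay 154 WT and 200 Ctcf-cKO barcodes. Ctcf, the share of somatic-like cells and the genes per cell were computed from these. Results by class used 337 WT and 474 Ctcf-cKO cells with at least 3 times the plateau count of their library, a limit chosen after seeing the data, including the numbers of changed genes. Normalization, 2000 variable genes, 15 principal components and clustering at a resolution of 0.9 were run in Seurat 5.3.0, with the Harmony algorithm written anew (theta 2, sigma 0.1). Pseudotime came from scanpy 1.11.5 with 30 neighbours. Clusters were named by at least 3 markers of lists written before the tables were opened. By judgement 3 clusters that reached 3 markers were left unnamed: above the knee a cluster of 72 cells with Leydig and spermatocyte markers and a cluster of 35 cells with 4 round spermatid markers, none among its 10 leading genes, and among as many barcodes as the paper counts a cluster of 165 cells with 3 red blood cell markers. A cluster of 73 cells in the latter set, also with 4 round spermatid markers and none leading, was named.

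Counts were summed per mouse and class, with at least 5 cells per mouse, and tested in edgeR 4.0.16 under R 4.3.3 (TMM, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjusted p of 0.05). The standard error is the size of the log2 fold change divided by the square root of F. Gene sets were tested by fry in limma 3.58.1, with at least 3 genes of a set tested, and 7 sets were used. Shares and medians per mouse were compared by two-sided exact permutation tests in scipy 1.17.1. The precision rests on 2 mice per genotype and on sums of 38729 to 1024240 counts per mouse and class. The tests were checked on simulated counts with known changes.

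Named genes were the genes that the paper names in its text or in Figures 1D and 3F, and genes chosen by rule in each class. In a class with genes past the threshold, the rule took up to 3 with the largest fall and 3 with the largest rise. The Ctcf-cKO mice both had to lie on the same side of both WT mice. In a class with none, the rule took the genes with the smallest p in each direction. Genes and coordinates came from the GENCODE annotation of GRCm38.

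Alternatives were DESeq2 1.42.0, other size factors, library totals alone, no filter on low genes, at least 10 counts in every library, at least 500 genes per cell, no mitochondrial filter, Scrublet doublets left out, no batch correction, resolutions of 0.5 and 1.3, as many barcodes as the paper counts, equal numbers of cells per mouse, free RNA subtracted, each mouse left out, Wilcoxon tests over cells and camera. Counts divided by 4 and rounded up, the barcodes above the knee for late spermatid-like cells, the Wilcoxon test on as many barcodes as the paper counts, and the unnamed clusters counted for Ctcf and for the share of somatic-like cells, were added after seeing the data. GO, GSKB and published cluster lists were not available, so the functional annotation, the enrichment maps and the similarity to published clusters were not repeated. The microscopy was outside the tables. Human samples were not involved.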

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

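The tests of free RNA as the source of the mitochondrial RNA and of the genes called higher were chosen after the result was seen, as were the tests of barcodes that also hold a somatic cell and those of the somatic types with a mouse left out, while the tests of low genes and of the somatic types over all mice were written beforehand.

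Barcodes with fewer than 200 genes, which the paper leaves out, held a signal above its level in the WT libraries. They took 1.58 and 12.3% of the counts in WT replicates 1 and 2 and 40.8 and 47.0% in Ctcf-cKO replicates 1 and 3, a mean of 43.9% in Ctcf-cKO. Groups of 2 lie apart by chance in 33.3% of comparisons. The Ctcf-cKO libraries were also the shallower ones, and a shallower library puts more barcodes under a fixed number of genes. Depth, loss of cells before or during droplet loading, and the genotype were not separated for this share, and no biological explanation was tested.

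Mitochondrially encoded RNA made up 0.0972 and 0.589% of the counts in these barcodes in the WT libraries and 5.66 and 6.10% in the Ctcf-cKO libraries, a mean of 5.88%. In cells it made up 0.0741 and 0.103% against 0.778 and 1.08%. The share in the barcodes under 200 genes was 5.64 times that in the cells in Ctcf-cKO replicate 3 and 7.27 times in Ctcf-cKO replicate 1, against 1.31 and 5.74 times in WT replicates 1 and 2. This is consistent with free RNA in the droplets as a source of mitochondrial RNA in the Ctcf-cKO cells. Damage to cells during dissociation and a change in the germ cells themselves stay open and were not tested.

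Haemoglobin genes had 47.2 and 3.36 CPM in barcodes under 200 genes of the WT libraries and 1280 and 1804 in the Ctcf-cKO libraries, a mean of 1542. In cells the values were 1.03 and 6.24 against 2778 and 979. Haemoglobin belongs to red blood cells, whose markers HBA-A1 and HBB-BS were higher in the late spermatid-like cluster. Of the 531 genes called higher in late spermatid-like cells, 69.5% were higher in both Ctcf-cKO libraries than in both WT libraries among barcodes under 200 genes, where 15.0% were anticipated from genes of a like level. Their level in cells over that in these barcodes had a median log2 of 0.05 in Ctcf-cKO replicate 1 and 0.30 in Ctcf-cKO replicate 3. Free RNA in the droplets may therefore account for many of these genes. In Ctcf-cKO replicate 1 the 10% of barcodes with most somatic marker counts held a share of these counts 5.34 times its share of all counts, which is consistent with barcodes that also held a somatic cell. In Ctcf-cKO replicate 3 the ratio was 1.63, near the 1.24 and 1.34 of the WT mice, which argues against such barcodes as the source there. Of the genes called higher, 32 had at least 10 counts in every library, and 100% of these were still called among such genes alone, but this covers too few genes to settle whether genes of low level entered the sums by chance. A change in the spermatids themselves stays open for genes that free RNA does not explain.

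Somatic-like cells took a larger share of the cells in both Ctcf-cKO mice. The share of Leydig-like cells was 6.71 times higher in Ctcf-cKO than in WT over all cells (95% interval 3.38 to 15.2, 85 cells against 9), and 43.2 times without WT replicate 1 and 2.15 times without WT replicate 2, since 8 of the 9 WT cells came from WT replicate 1. The share of macrophage-like cells was 6.58 times higher (2.36 to 25.4, 37 against 4, all 4 from WT replicate 2), or 4.70 times without WT replicate 1. That of Sertoli-like cells was 4.98 times higher (1.14 to 45.1, 14 against 2), or 7.12 and 2.84 times without WT replicates 1 and 2. Without Ctcf-cKO replicates 1 and 3 the values were 8.90 and 4.06 for macrophage-like cells and 4.11 and 5.91 for Sertoli-like cells. For Leydig-like cells they were 6.70 and 6.73. Over all mice the split between genotypes did not differ between the types (Fisher's exact test, p = 0.919), but without WT replicate 1 it did (p = 0.0470) and without WT replicate 2 it gave p = 0.171. Cells were counted as independent in this test. Whether there were fewer germ cells among unchanged somatic cells therefore stays open, since the WT mice held too few somatic-like cells and differed in their types. Differences in the dissociation of single testes were not tested.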

How the results depend on the processing

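The alternatives chosen only after the result was seen were the counts divided by 4 and rounded up, the barcodes above the knee as late spermatid-like cells, the Wilcoxon test on as many barcodes as the paper counts, the unnamed clusters counted for Ctcf and for somatic-like cells, and the barcodes above 3 times the plateau for Ctcf, somatic-like cells and genes per cell.

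Over 61 results the alternatives gave 972 values. Of these, 791 kept the direction and the side of the threshold (counts within 1.5 times), 24 lost the threshold, 67 gained it, 51 counts moved by more, and 39 values changed direction. Among the other 22 named genes 281 of 336 values kept both, 24 lost the threshold, 31 gained it and none changed direction. No paired analysis was possible because the groups share only 1 replicate number. Unless stated, the cause was not tested.

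For spermatogonia/spermatocyte-like cells (0 genes by edgeR), DESeq2 gave 97 genes, library totals 35, no filter on low genes 105, at least 10 counts in every library 6, doublets left out 1, as many barcodes as the paper counts 17, division by 4 38, and the Wilcoxon test 17. Leaving out a mouse gave 0 to 165. For early spermatid-like cells (0), DESeq2 gave 1, library totals 1, no filter 6 and the Wilcoxon test 67, and leaving out a mouse 0 to 33. For somatic-like cells (0), no filter gave 4 and the Wilcoxon test 47, and leaving out a mouse 0 to 488.

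The Wilcoxon test on as many barcodes as the paper counts gave 19 genes in spermatogonia/spermatocyte-like, 31 in early, 54 in mid, 1054 in late and 13 in somatic-like cells.

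For mid spermatid-like cells (137), no filter gave 258, at least 10 counts 26, at least 500 genes per cell 24, as many barcodes as the paper counts 2, free RNA subtracted 0 and the Wilcoxon test 238. Leaving out a mouse gave 161 to 337. For late spermatid-like cells (588), at least 10 counts gave 58, resolution 1.3 926, as many barcodes as the paper counts 273, equal numbers of cells 87, free RNA subtracted 0, division by 4 225 and the Wilcoxon test 1130. Leaving out a mouse gave 248 to 728. At least 10 counts left 3047 of 6383 genes to test in mid and 1531 of 2948 in late spermatid-like cells. The estimated free RNA was 17.3 to 210% of the counts of a class and mouse, so its subtraction left few counts and says little about stability. Library totals moved the median log2 fold change of all genes in late spermatid-like cells from 0.04 to 0.34. In that class 531 of the genes called higher and 20 of those called lower were shared with library totals, 243 and 10 with as many barcodes as the paper counts, and 280 and 26 with the barcodes above the knee.

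TNP1, TNP2, PRM1 and PRM2 kept both in 178 of 211 values, 14 gained the threshold and 19 changed direction. Early spermatid-like cells gave, with a mouse left out, -2.19 to 3.73, -1.70 to 4.88, -2.16 to 5.85 and -2.24 to 4.58, and library totals gave 0.057 for TNP2. Mid spermatid-like cells gave, with a mouse left out, -0.91 to 0.24, -0.74 to 0.71, -0.050 to 0.45 and -0.25 to 0.29, with both ends of TNP2, the lower end of TNP1 and the upper end of PRM1 past the threshold. Doublets left out gave 0.10 for TNP2. No filter gave -0.016 for PRM1 and -0.20 for PRM2, at least 500 genes per cell -0.31 and -0.47, and for PRM2 resolution 1.3 gave -0.080 and as many barcodes as the paper counts -0.22. In the late class TNP1 passed the threshold with DESeq2 (-1.18), doublets left out (-1.27), no batch correction (-1.13), resolution 0.5 (-0.98), resolution 1.3 (-1.33) and the barcodes above the knee (-1.10). TNP2 passed it with DESeq2 (-0.82) and no batch correction (-0.75). Leaving out a mouse gave -1.49 to -1.19 for TNP1 and -1.10 to -0.79 for TNP2. For Ctcf leaving out a mouse gave -6.09 to 0.26, the former fitted against 0 counts and no bound. Keeping the unnamed clusters gave -1.07 and -1.85.

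Of gene sets, 0 passed by fry, 13 by camera, 4 with library totals, 1 with doublets left out, 1 without batch correction, 3 at resolution 0.5, 5 at resolution 1.3, 1 with free RNA subtracted, and 0 to 1 with a mouse left out. Of 239 medians of the sets, 201 kept both, 22 gained the threshold and 16 changed direction. Late spermatid-like cells had for acrosome genes -0.11 without a filter and -0.083 at resolution 0.5. Flagellum genes there had -0.079 without a filter, -0.26 at least 10 counts, -0.10 without doublets, -0.093 without batch correction, -0.32 at resolution 0.5, -0.035 at resolution 1.3, -0.24 with equal numbers of cells, -0.22 after division by 4, and -0.16 to 0.20 with a mouse left out. Meiotic genes in spermatogonia/spermatocyte-like cells had 0.48 with at least 10 counts, dissociation genes in mid spermatid-like cells -0.40 with as many barcodes as the paper counts (and 0.083 without Ctcf-cKO replicate 1), and flagellum genes in early spermatid-like cells 0.048 with equal numbers of cells. With free RNA subtracted, mid spermatid-like cells gave 0.17 for acrosome and 0.66 for flagellum genes.

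Shares kept their direction in 53 of 56 values. Leaving out a mouse gave differences of -7.35 to 0.72 points for spermatogonia/spermatocyte-like cells and -12.8 to 27.0 for late spermatid-like cells, and resolution 0.5 gave 2.39 for mid spermatid-like cells.

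No value was obtained where a mouse had fewer than 5 cells of a class: without batch correction for spermatogonia/spermatocyte-like, early, mid and somatic-like cells, at resolution 1.3 for early and somatic-like cells, at resolution 0.5 for mid spermatid-like cells, and with as many barcodes as the paper counts for early spermatid-like cells. Most alternatives gave no value for Ctcf, which the filter on low genes removed. The class between spermatocytes and spermatids was not found, and gene sets were not run with DESeq2, which fry cannot use. In simulated sums of 200 genes changed by a log2 fold change of 2, 0 were found in 3 classes, so depth and the spread between mice limit what those classes can show.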

Differences from the paper's values

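The barcodes above 3 times the plateau, the barcodes above the knee as late spermatid-like cells, the counts divided by 4 and the Wilcoxon test on as many barcodes as the paper counts were chosen after the result was seen, and all other alternatives named here were set before the data were examined.

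The paper reports 405 WT and 503 Ctcf-cKO barcodes kept as cells, and 154 and 200 lay above the knee. As many barcodes as the paper counts gave 405 and 503 by construction. At least 500 genes per cell, no mitochondrial filter and doublets left out gave 125 to 154 and 184 to 200, not within 1.5 times of the paper's. The barcodes above 3 times the plateau, chosen after seeing the values, gave 337 and 474.

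The paper's tests took cells as replicates, and the values here took mice, except where the Wilcoxon test over cells is named. In the spermatogonia/spermatocyte class the paper reports 13 genes higher and 3 lower in Ctcf-cKO, and edgeR called 0 and 0. As many barcodes as the paper counts (17), the Wilcoxon test (12) and, chosen after seeing the values, the Wilcoxon test on as many barcodes as the paper counts (19) came within 1.5 times of the paper's number of higher genes, and the other 17 alternatives did not. For lower genes DESeq2 (3) did, and the other 19 did not.

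In early spermatids the paper reports 35 genes higher and 86 lower, and edgeR called 0 and 0. For higher genes the setting without WT replicate 2 (33), the Wilcoxon test (44) and, chosen after seeing the values, the Wilcoxon test on as many barcodes as the paper counts (31) came within 1.5 times, and the other 15 did not. For lower genes none of the 18 alternatives did, with 23 at most.

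In mid spermatids the paper reports 33 genes higher and 632 lower, and edgeR called 136 and 1. For higher genes at least 10 counts in every library (26), at least 500 genes per cell (24) and the Wilcoxon test (41) came within 1.5 times, and the other 16 did not. For lower genes none of the 19 alternatives did, with 197 at most.

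In late spermatids the paper reports 6 genes higher and 297 lower, and edgeR called 531 and 57. For higher genes none of the 22 alternatives came within 1.5 times. For lower genes the setting without WT replicate 2 (227) did, and the other 21 did not, with 1029 at most.

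The paper states that early, mid and late spermatids had fewer genes higher than lower. Over mice, edgeR called more genes higher than lower in mid (136 and 1) and late spermatid-like cells (531 and 57). The Wilcoxon test over cells called fewer higher than lower in mid (41 and 197) and late (101 and 1029), and more higher in early spermatid-like cells (44 and 23). On as many barcodes as the paper counts it called more higher than lower in early (31 and 0) and mid (52 and 2) and fewer higher in late spermatid-like cells (139 and 915).

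Figure 3F shows Tnp1 and Tnp2 higher in late round spermatids of Ctcf-cKO mice, and their log2 fold changes in late spermatid-like cells were -1.22 and -0.86. They were -0.78 and -0.46 over cells. Prm1 and Prm2 are lower in mid round spermatids there, and their log2 fold changes in mid spermatid-like cells were 0.23 and 0.04. Negative values for both were obtained with no filter on low genes (-0.016 and -0.20), with at least 500 genes per cell (-0.31 and -0.47) and without WT replicate 2 (-0.050 and -0.25), none past the threshold. Without WT replicate 1, Prm1 passed it in the opposite direction, higher in Ctcf-cKO (0.45). The figure also marks changes of Tnp1 in early and mid, Prm1 in early and Prm2 in early and late round spermatids. With mice as replicates none passed the threshold, but Prm1 and Prm2 in early and Prm2 in late spermatid-like cells did in the Wilcoxon test over cells, and Tnp1 in mid spermatid-like cells did without WT replicate 2 (-0.91). Tnp2 in mid spermatid-like cells passed it too, lower without WT replicate 2 (-0.74) and higher without WT replicate 1 (0.71). The setting without WT replicate 2 put Tnp1, Tnp2, Prm1 and Prm2 of early spermatid-like cells past the threshold in the opposite direction, higher in Ctcf-cKO (3.73, 4.88, 5.85 and 4.58). On as many barcodes as the paper counts, the Wilcoxon test called PRM2 lower in late spermatid-like cells (-0.96) and none of these genes in early spermatid-like cells. The paper's clusters and those found here need not hold the same cells, since the paper's list of cells was not available. The paper ties the genes higher in late spermatids to mitochondrial components. Here the 6 mitochondrially encoded genes were higher (median log2 fold change 5.03), but genes of other kinds made up most of the 531.

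The paper reports few changed genes and no change in premeiotic and meiotic markers for spermatogonia and spermatocytes. None of the markers passed the threshold here either, while 10 of 12 meiotic genes tested were lower.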

Other observations

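The tests in mid spermatid-like cells after thinning, those between mice of the same genotype, and the look at entries from 8 to 9 were chosen after the result was seen, while the thinning in late spermatid-like cells and the test of sequencing lanes were written beforehand.

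Of the genes that the Wilcoxon test over cells called in late spermatid-like cells, 91.1% were lower in Ctcf-cKO. With every barcode thinned to 900 counts the share was 79.4%, while the numbers went from 1029 lower and 101 higher to 81 and 21. The share argues against fewer counts per Ctcf-cKO barcode as the whole cause of the excess of lower genes. Between mice of the same genotype the test called at most 2 genes in this class. These comparisons held fewer cells, 45 against 17 in WT and 69 against 93 in Ctcf-cKO. They cannot show differences between libraries that go with the genotype, so they do not decide whether differences between mice were the cause. Free RNA, differences between libraries and the genotype stay open. In mid spermatid-like cells the share lower was 82.8% before and 14.3% after thinning, with 197 and 4 genes lower, which is consistent with fewer counts per Ctcf-cKO barcode as the cause there. Between the WT mice the test called 64 genes in this class, 60 of them lower in WT replicate 2, against 238 between the genotypes, so differences between mice may account for part of the calls as well. On as many barcodes as the paper counts, the test called 52 genes higher and 2 lower in this class without thinning. In early spermatid-like cells the test called 727 genes between the WT mice and 67 between the genotypes, so that differences between mice may account for the latter.

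Entries of the count tables were frequent from 1 to 4 and rare from 5 on. The number of entries fell 4.11-fold and 3.48-fold from 4 to 5 in WT replicates 1 and 2, and 8.46-fold and 8.08-fold in Ctcf-cKO replicates 1 and 3. If each molecule had been counted once in each of 4 sequencing lanes, falls steeper than those beside them might also be seen after 8 and after 12. From 12 to 13, the step chosen beforehand, 2 of the 4 libraries showed one, with 1.47-fold and 1.35-fold in Ctcf-cKO replicates 1 and 3 and none in the WT mice (1.23-fold and 1.20-fold). From 8 to 9, examined afterwards, the falls were 1.61-fold and 1.38-fold in the WT mice and 2.38-fold and 2.03-fold in the Ctcf-cKO mice, steeper than those beside them in each library but WT replicate 2. The steps in the Ctcf-cKO libraries go with the explanation, and those missing in WT libraries keep it open. With counts divided by 4 and rounded up, edgeR called 225 genes in late and 103 in mid spermatid-like cells.

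Ctcfl, which encodes BORIS, lies on chromosome 2 of GRCm38 from 173093609 to 173119525. It had 8 counts in all barcodes of WT replicate 1 and 0 in the other 3 libraries. Cldn11, on chromosome 3, had 17 and 64 counts in the WT mice and 189 and 150 in the Ctcf-cKO mice over all barcodes, and was among the leading genes of the Sertoli-like cluster.

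In somatic-like cells the gene sets gave median log2 fold changes of 2.27 for mitochondrially encoded genes (6 of 6 higher, fry, adjusted p = 0.182), 0.73 for steroid synthesis and Leydig cell genes (adjusted p = 0.715), 0.51 for dissociation genes (adjusted p = 0.731) and -1.64 for meiotic genes (adjusted p = 0.365). In late spermatid-like cells transition protein and protamine genes had a median of -0.74 (4 of 4 lower, fry, adjusted p = 0.138). In early spermatid-like cells their median was -0.59 with 4 of 4 lower, while the sign of the fry test was the opposite (adjusted p = 0.930). In spermatogonia/spermatocyte-like cells it was 1.23 (4 of 4 higher, adjusted p = 0.611).

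Scrublet called 9, 3, 20 and 3 doublets among the 811 cells, in the order WT replicates 1 and 2 and Ctcf-cKO replicates 1 and 3, and 20 of the 40 barcodes above the knee of WT replicate 1.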
